# Combining stem cell rejuvenation and senescence targeting to synergistically extend lifespan

**DOI:** 10.18632/aging.204347

**Published:** 2022-10-25

**Authors:** Prameet Kaur, Agimaa Otgonbaatar, Anupriya Ramamoorthy, Ellora Hui Zhen Chua, Nathan Harmston, Jan Gruber, Nicholas S. Tolwinski

**Keywords:** aging, stem cells, senescence

## Abstract

Why biological age is a major risk factor for many of the most important human diseases remains mysterious. We know that as organisms age, stem cell pools are exhausted while senescent cells progressively accumulate. Independently, induction of pluripotency via expression of Yamanaka factors (*Oct4, Klf4, Sox2, c-Myc*; OKSM) and clearance of senescent cells have each been shown to ameliorate cellular and physiological aspects of aging, suggesting that both processes are drivers of organismal aging. But stem cell exhaustion and cellular senescence likely interact in the etiology and progression of age-dependent diseases because both undermine tissue and organ homeostasis in different if not complementary ways. Here, we combine transient cellular reprogramming (stem cell rejuvenation) with targeted removal of senescent cells to test the hypothesis that simultaneously targeting both cell-fate based aging mechanisms will maximize life and health span benefits. We find that OKSM extends lifespan and show that both interventions protect the intestinal stem cell pool, lower inflammation, activate pro-stem cell signaling pathways, and synergistically improve health and lifespan. Our findings suggest that a combination therapy, simultaneously replacing lost stem cells and removing senescent cells, shows synergistic potential for anti-aging treatments. Our finding that transient expression of both is the most effective suggests that drug-based treatments in non-genetically tractable organisms will likely be the most translatable.

## INTRODUCTION

Life is a constant struggle. This is true at cellular and molecular levels where tissue homeostasis requires constant surveillance, repair and replacement of cells damaged or lost due to intrinsic and extrinsic insults [1]. Stem cells play a pivotal role in this tissue homeostasis by providing a reservoir of pluripotent precursor cells, needed to replace fully differentiated cells that are lost or damaged [2]. At the opposite end of the cell-fate spectrum are senescent cells, or cells that have permanently withdrawn from the cell cycle [3]. Cellular senescence can be replicative, where it is triggered by telomere shortening or mediated by stochastic damage, such as oxidative damage to DNA. Senescent cells can also arise as a response to oncogene activation to oppose transformation and cancerous growth [4]. By entering permanent replicative arrest, senescent cells prevent mutations from expanding, thereby providing a sink for genotoxic damage. This senescent state does not simply result in passive replicative arrest but instead leads to transcriptional changes causing resistance to apoptosis and increased secretion of pro-inflammatory signaling molecules, a process known as Senescence Associated Secretory Phenotype (SASP). Senescent cell induced SASP in turn promotes inflammation and contributes to age-dependent dysfunction and to the development of age-related diseases [5].

While the number of stem cells decreases in aging animals, senescent cells accumulate with age [6]. Manipulating cell fates by cellular reprogramming (to rejuvenate somatic cells) and by senolytic interventions (to remove senescent cells) are two promising approaches to restore homeostasis in aged individuals and to prevent age-dependent diseases. Cellular reprogramming allows differentiated cells to regain plasticity and to take on more stem cell-like qualities. A major step towards this goal was the demonstration of cellular reprogramming of terminally differentiated cells into pluripotent embryonic-like stem cell states [7]. Such reprogramming reverses epigenetic aging marks, demonstrating that even mature, terminally differentiated cells can be returned to a younger state [8]. While continuous expression of the Yamanaka factors (*Oct4, Klf4, Sox2, c-Myc*; OKSM) in mice led to the formation of teratomas and decreased lifespan [9, 10], repeated short term expression in adult mice succeeded in ameliorating cellular and physiological signs of aging [11–13]. Subsequently, several studies have suggested that this approach can be applied to human aging and age-related disease [14–18], and cycling expression can rejuvenate stem cells *in vitro* [19].

Ablation of senescent cells has been shown to reverse tissue dysfunction and extend healthspan in mice [20, 21]. A recent study using a senolytic construct (FOXO4-DRI peptide) that induced apoptosis in senescent cells, by interfering with the binding of p53 to FOXO4 thereby freeing p53 to activate apoptosis, showed that the clearing of senescent cells both counteracted senescent cell induced chemotoxicity and restored age-dependent declines in physical performance, fur density, and renal function in aging mice [22]. Several studies have further explored applications of different senolytic strategies to ameliorate age-related decline and disease [6, 23–26].

Accumulation of senescent cells and loss of stem cells are not independent processes. Through SASP, senescent cells release pro-inflammatory cytokines which contribute to chronic inflammation and mTOR activation, ultimately leading to stem cell exhaustion [27]. This interaction suggests that senolytic therapies might interact with cellular reprogramming strategies in delaying age-dependent decline and disease. We have previously explored drug-drug interactions as synergistic aging interventions [28], and here we ask whether a combinatorial treatment of OKSM and senolytic (Sen) expression could mitigate or reverse the effects of aging more efficiently than either intervention alone. To test this hypothesis, we induced expression of OKSM, Sen and an OKSM-Sen combination in adult flies and compared their effects on health and lifespan. We find that each treatment alone had limited benefits, with OKSM alone benefiting maximum lifespan while Sen expression alone increased mean lifespan but had no effect on maximum lifespan. In contrast, animals subjected to the combined intervention experienced substantially longer mean and maximum lifespan. Our data is consistent with a synergistic interaction between the two interventions, simultaneously rejuvenating stem cells and removing senescent cells.

## RESULTS

To test the interaction between senolytic removal of senescent cells and cellular reprograming, we designed a model combining these two interventions in an inducible overexpression system in *Drosophila*. First, we used the four Yamanaka factor based OKSM approach as this had been previously shown to induce pluripotent stem cells in mice [7], humans [29–31] and non-mammalian vertebrate and invertebrate species [32]. To make a senolytic factor for *Drosophila*, we took advantage of the mouse sequence (FOXO4-DRI [22]) to design an orthologous peptide based on the *Drosophila foxo (forkhead box, sub-group O)* gene [33]. We then characterized effects of these two interventions independently as well as in combination.

We began by looking at the effect of OKSM and Sen on stem cells in an intestinal stem cell (ISC) model [34, 35]. We chose to investigate phenotypic effects specifically in the digestive system of *Drosophila* (Supplementary Figure 1). As in mammals, the *Drosophila* gastric lining has a high turnover of cells which is enabled by stem cell pools that replenish the epithelia [34]. Age-dependent loss of stem cells and degradation of barrier function has been shown to contribute to age-dependent functional decline and mortality in *Drosophila* [36]. The *Drosophila* gut is composed of four cell types: enterocytes (ECs or absorptive cells), enteroendocrine (EEs or secretory cells), enteroblasts (EBs or transit amplifying cells) and intestinal stem cells (ISCs). ISCs rest on the external surface of the gut epithelium away from the gut lumen, and divide symmetrically to generate more ISCs, or asymmetrically to form EBs [37]. The small, bright green cells or ISCs, can be observed either by expression of the stem cell determinant *escargot* (esgGal4>UAS-GFP), or by using a marker of Wnt activation, β-catenin (*armadillo* or *arm* in *Drosophila*), observable by GFP construct inserted into the endogenous locus [38].

We looked at the effect of constant expression of the two factors separately or together over a time course of 28 days. We observed a marked increase in ISC numbers starting at day 7 and continuing into day 28 in all three experimental conditions (Figure 1). We observed an increase in ISCs and transit amplifying cells in OKSM expressing epithelia (Figure 1B, 1F, 1J, 1N), an effect likely explained by the presence of Myc and suggesting that stem cell exhaustion may occur [39]. We saw a similar increase in ISCs and transit amplifying cells in Sen expressing epithelia possibly due to the effect of p53 on stem cells [40]. The increase in ISC numbers in animals expressing OKSM was expected, but surprisingly we observed a large increase in ISCs when Sen was expressed (Figure 1C). Overall, the treatments showed higher numbers of stem cells over time as compared to wildtype flies.

**Figure 1:**
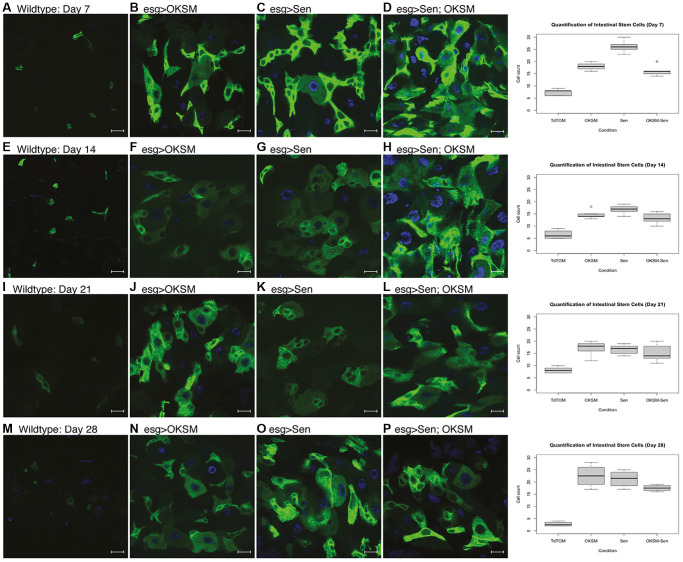
**Constant expression of OKSM, Sen and OKSM-Sen led to increased stem cell proliferation over time.** (**A**) esgGal4, UAS-GFP; tubGal80^ts^> UAS-TdTomato control flies show a small number of stem cells (*n* < 10) and few enteroblasts during after seven days. Expression of OKSM (**B**), Sen (**C**) or both Sen and OKSM (**D**) led to an increase in both ISCs and EBs with the highest number of ISCs observed in the Sen condition as quantified (Right). On day 14, little change was observed in control files (**E**), but consistently higher numbers of ISCs were maintained in all three experimental conditions (**F**–**H**, quantified Right). Day 21 showed little change from day 14 with similar numbers of ISCs observed in the control flies (**I**) and consistently higher numbers in the three experimental conditions (**J**–**L**, quantified Right). By day 28, the number of ISCs was markedly decreased in control flies (**M**), while all three experimental conditions maintained ISC numbers (**N**–**P**, quantified Right).

We next looked at lifespan effects. Continuous expression of OKSM is detrimental in mice while repeated short-term expression was beneficial [13]. We expressed OKSM in ISCs only (Supplementary Figure 2A) or ubiquitously (Figure 4C), both of which led to a significant detriment in lifespan.

Recent studies have identified factors involved in senescence and SASP in *Drosophila* [41–43]. Based on these studies, we used an assay for senescence-associated β-galactosidase (SA-β-gal) to examine whether Sen expression affected the number of senescent cells. We observed a marked absence of SA-β-gal in fly midguts constantly expressing Sen, OKSM and the Sen-OKSM combination at day 40 as compared to both younger and older control flies (Figure 2A–2E and quantified in 2F). The surprising finding was that all three treatments led to the lowering of senescent cells.

**Figure 2:**
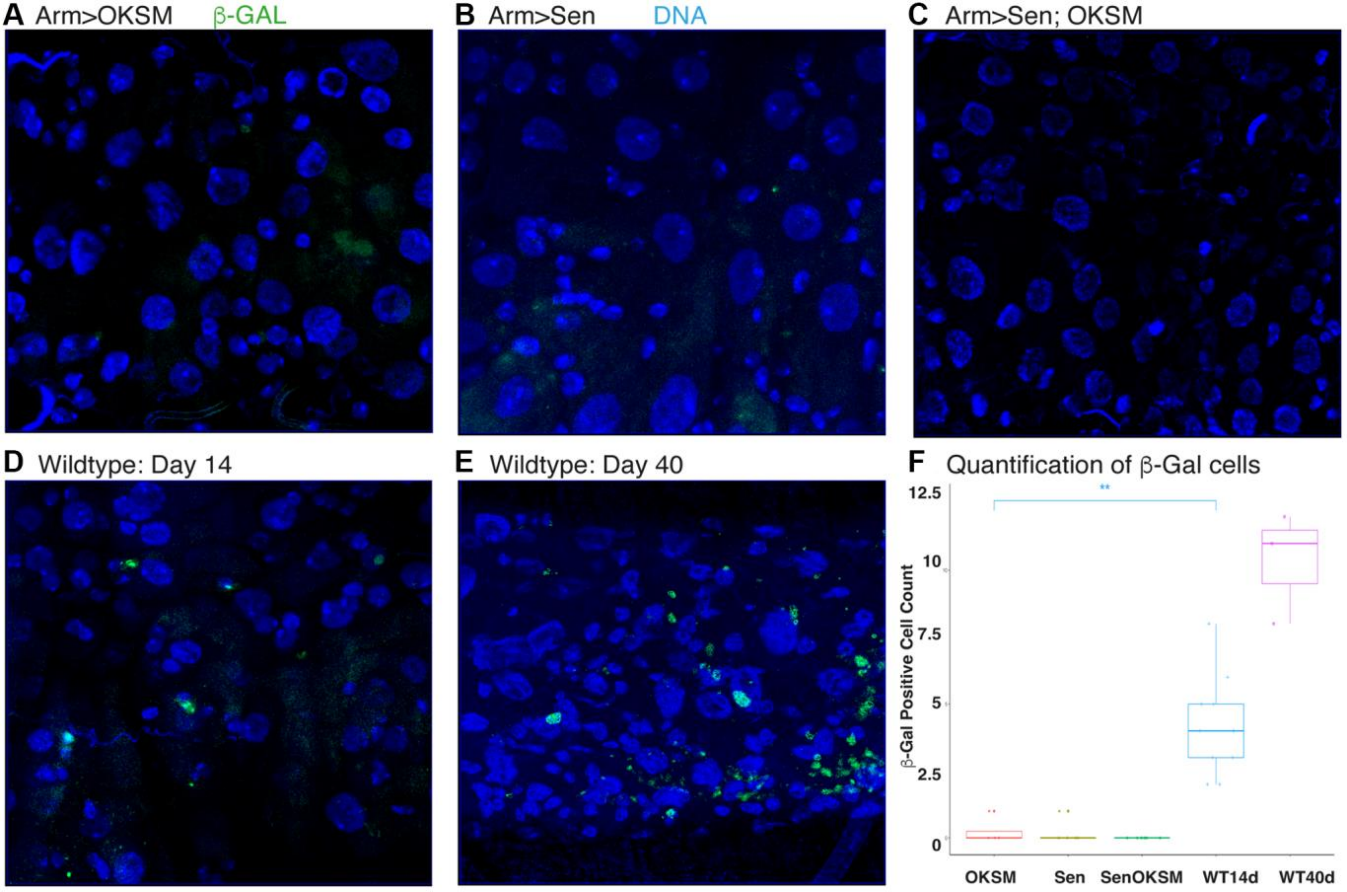
**Expression of OKSM, Sen and OKSM-Sen led to decreased SA-β-gal expression.** Levels of b-galactosidase were assessed at day 40 in the following ubiquitous expression experiments using armGal4; tubGal80^ts^ to drive the expression of UAS-OKSM (**A**), UAS-Sen (**B**), combination of UAS-Sen and UAS-OKSM (**C**), and the control UAS-TdTomato at both day 14 (**D**) and day 40 (**E**). (**F**) Results were quantified from five experiments.

To look more closely at the effect of Sen and OKSM, we determined the transcriptional profiles of the three conditions as compared to wildtype. We dissected the midguts of flies constantly expressing OKSM, Sen, OKSM and Sen (OKSM-Sen), and control flies (WT) expressing only a fluorescent protein, either in the ubiquitous expression (*i.e.,* under the control an *armadillo* driver) or the ISC-restricted expression model (*i.e*., under control of an *escargot* driver) and performed RNA-seq (Figure 3, Supplementary Figure 3).

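The data behind these comparisons are gene-level expected counts from 23 midgut libraries, 11 from the ubiquitous and 12 from the ISC-restricted expression model. In both models a temperature-sensitive GAL80 under a tubulin promoter limited the driver, and the WT flies carried a UAS transgene for a red fluorescent protein. Each construct had 3 libraries, apart from Sen in the ubiquitous model, which had 2 (replicates 2 and 3). The sample labels give the tissue of the escargot driver samples as intestinal stem cells, whereas the paper describes dissected midguts for both models. The labels also record that the annotation of a pair of ISC samples, Sen replicate 3 and OKSM-Sen replicate 3, had been exchanged and was corrected, and the corrected labels were used. Nothing in the sources says that the replicates came from separate cohorts of flies, so p-values measure the spread between these samples. The authors aligned paired reads with STAR and estimated the counts per gene with RSEM, and no other column of their output was used here. The labels give 2 × 151 bp reads and 40000000 reads per sample. The values here rest on the counts summed over genes, which were lower in the ISC model than in the ubiquitous model. They ranged from 33438269 to 40012054 (median 34838321) in WT, 34447109 to 46324866 (median 34749263) in OKSM and 34298472 to 40889313 (median 34650697) in OKSM-Sen of the ubiquitous model, and were 35009196 and 42031945 in its Sen libraries. In the ISC model they ranged from 16926698 to 18974759 (median 17626914) in WT, 15715341 to 15952240 (median 15910184) in OKSM, 14626936 to 18201640 (median 17625477) in Sen and 16107463 to 18356846 (median 16512999) in OKSM-Sen. The counts were rounded to whole numbers, and genes for rRNA, snoRNA and snRNA and genes with a mean below 10 reads were removed, as in the paper's methods. The remaining genes were tested with edgeR's quasi-likelihood test after TMM normalization, at an FDR of 10%, where the paper used DESeq2. Levels are given as CPM, counts scaled to a common library total, after TMM normalization, as the mean ± SD over the libraries of a group. Genes that share most of their sequence with a paralog, such as the trypsins of the alpha to delta group and the Hsp70 copies, can exchange reads in such counts, so their single values are uncertain. Members of the GstD and LMan families may do so too, which was not measured.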

**Figure 3:**
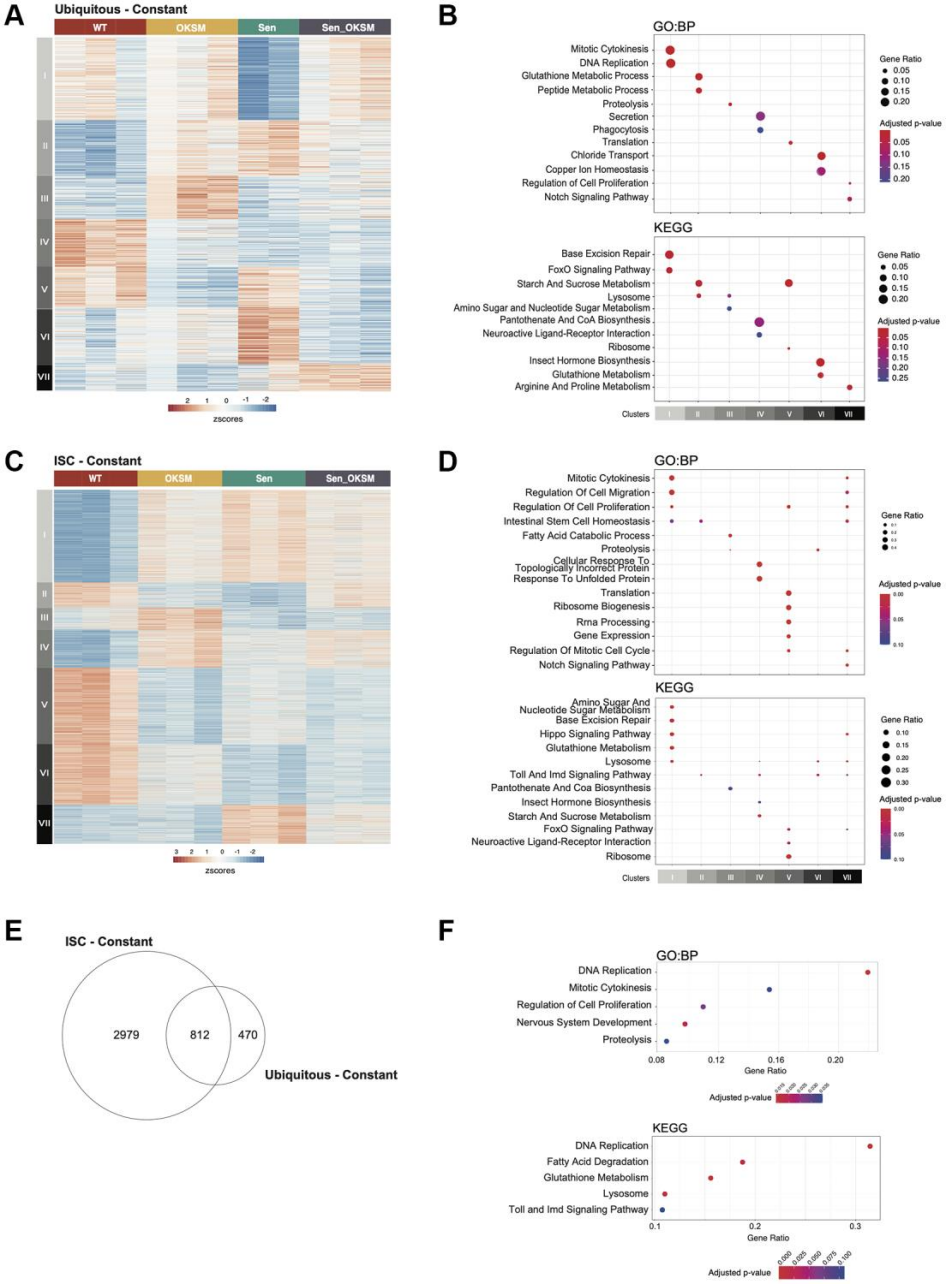
**Gene expression changes in the *Drosophila* gut in Sen, OKSM and combination treatment.** (**A**) Heatmap of gene expression in ubiquitous expression experiments with armGal4; tubGal80^ts^ > UAS-TdTomato (WT), armGal4; tubGal80^ts^ > UAS-OKSM (OKSM), armGal4; tubGal80^ts^ > UAS-Sen (Sen) and armGal4; tubGal80^ts^ > UAS-Sen; UAS-OKSM (OKSM-Sen) dissected midguts showing seven clusters with differing expression patterns across the four conditions. (**B**) Gene Ontology and KEGG Pathway Enrichment analysis of ubiquitous expression highlighting key signaling and metabolic pathways associated with the individual clusters (FDR < 10%). (**C**) Heatmap of gene expression changes in stem cell only expression experiments with esgGal4; tubGal80^ts^ > UAS-TdTomato (WT), esgGal4; tubGal80^ts^ > UAS-OKSM (OKSM), esgGal4; tubGal80^ts^ > UAS-Sen (Sen) and esgGal4; tubGal80^ts^ > UAS-Sen; UAS-OKSM (OKSM-Sen) dissected midguts again showing seven clusters with differing expression patterns across the four conditions. (**D**) Gene Ontology and KEGG Pathway Enrichment analysis of ISC only highlighting key signaling and metabolic pathways associated with the individual clusters (FDR < 10%). (**E**) Venn diagram showing overlap in genes from ubiquitous and ISC-restricted expression. (**F**) Gene Ontology and KEGG Pathway Enrichment analysis of the major pathways affected in both models.

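CG33346 (FBgn0053346, chromosome 3R from 28669233 to 28670452 in the BDGP6.54 annotation) rose with OKSM in the ubiquitous model. It stood at 16.8 ± 2.24 CPM in WT, 241 ± 32.3 in OKSM, 26.6 ± 4.44 in Sen and 195 ± 29.9 in OKSM-Sen (SD, n = 3, and 2 for Sen). The log2 fold change over WT was 3.84 (SE 0.18, adjusted p = 1.45e-05) for OKSM from edgeR's quasi-likelihood test, and 3.53 (SE 0.18, adjusted p = 2.83e-05) for OKSM-Sen from the same test. CG33346, CG31683 and CG43090 had been seen in the paper's tables before the genes to be named were chosen. Unc-115b, which encodes an actin-binding LIM protein, fell with OKSM, and spz4, a relative of the cytokine spätzle, rose with OKSM-Sen to 5.26 ± 1.39 CPM from 0.325 ± 0.192 in WT. Over the 4 conditions, 252 of 9637 genes differed at an FDR of 10%. Against WT, 53 genes rose and 52 fell in OKSM, 123 rose and 116 fell in Sen, and 58 rose and 54 fell in OKSM-Sen. The count over the 4 conditions was 159 without OKSM replicate 2, 157 without Sen replicate 2, 154 without OKSM-Sen replicate 2 and 145 without OKSM-Sen replicate 3, and that for OKSM against WT was 54 without WT replicate 1, 51 without WT replicate 3, 69 without OKSM replicate 1, 37 without OKSM replicate 2, 40 without OKSM replicate 3, 66 without OKSM-Sen replicate 1, 58 without OKSM-Sen replicate 2 and 60 without OKSM-Sen replicate 3. The count for Sen was 96 without WT replicate 1, 95 without WT replicate 2, 152 without OKSM replicate 2, 79 without Sen replicate 2, 71 without Sen replicate 3, 135 without OKSM-Sen replicate 2 and 135 without OKSM-Sen replicate 3, and that for OKSM-Sen was 59 without WT replicate 3, 59 without OKSM-Sen replicate 1, 55 without OKSM-Sen replicate 2 and 55 without OKSM-Sen replicate 3.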

In the ubiquitous expression model, 1282 genes (FDR < 10%) were identified as significantly differentially expressed (Supplementary Table 1). Clustering of these genes identified seven distinct clusters, each representing groups of genes with similar expression profiles across the four conditions (Figure 3A). 

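The genes that differed over the 4 conditions were grouped into 7 clusters in the same way, by partitioning around medoids with a distance of 1 minus the correlation of their z-scores. Klp61F, scra and pav, which act in the mitotic spindle and the cleavage furrow, lay in one group with the growth factor genes Pvf1 and spi. CG33346 grouped with the alkaline phosphatase gene Alp13 and betaTry, and Lcp1, a cuticle protein gene, with futsch and zfh2. The trypsin genes gammaTry and deltaTry formed a group with lectin-37Da and the cytochrome P450 genes Cyp4d1, Cyp4p1 and Cyp6a16. Unc-115b grouped with Cyp12e1 and Cyp9f3, Send1 and CG43090 with otu and hang, and spz4 with CG1695 and Got1. Each group was paired with the paper's cluster of the closest mean profile, taken from the part of the paper's members held here, 1998 of the 9614 rows of its table. The groups held 54 in cluster I, 34 in cluster II, 27 in cluster III, 48 in cluster IV, 28 in cluster V, 32 in cluster VI and 29 in cluster VII. The correlations of the mean profiles, over 4 conditions each, were 0.984, 0.923, 0.945, 0.999, 0.999, 0.971 and 0.835 for clusters I to VII, and a correlation over 4 values is high by chance more often than one over many. The profiles of the paper's members were also computed from these libraries, and the pairing sought high correlations. The values are therefore no separate test of the paper's clusters. Nor are the medians and counts of calls given below for each cluster, since its genes were called and grouped by these same values. The paper chose its own members from this same experiment, so their values, given beside them, are no separate test either.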

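E(spl)m3-HLH, E(spl)malpha-BFM and E(spl)mbeta-HLH, target genes of Notch from the Enhancer of split complex, all grouped with the genes that were lowest in Sen (cluster I). They were 3 of the 14 genes tested of the Notch signaling list, where 0.0784 would fall there at random (one-sided Fisher's exact test, adjusted p = 0.0162 over all pairs of a list and a cluster). In the same cluster stood 2 of the 9 markers of ISCs and enteroblasts, E(spl)mbeta-HLH and the transcription factor gene Sox100B (adjusted p = 0.0757 from the same exact test). It also held 3 of the 46 mitosis and cytokinesis genes and 2 of the 12 secreted growth factor genes, spi and Pvf1 (adjusted p = 0.0994 for each from that exact test). Of the cytochrome P450 genes, Cyp4d1, Cyp4p1, Cyp6a16 and Cyp6a14 lay in the group that was lower in every construct (cluster IV), 4 of the 70 tested (adjusted p = 0.0546, exact test). The eggshell gene Vm26Aa and otu, 2 of the 13 ovary and egg markers, stood in the group that was highest in Sen (cluster VI, adjusted p = 0.0757, exact test). No other of the 40 lists passed an FDR of 10% in a cluster of the ubiquitous model.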

Each of the seven clusters was enriched for distinct pathways and processes (Figure 3B, Supplementary Table 1). 

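CG32379 (FBgn0052379) was at 24.4 ± 3.52 CPM in WT, 16.1 ± 5.04 in OKSM, 1.81 ± 0.555 in Sen and 14.8 ± 4.36 in OKSM-Sen (SD, n = 3, and 2 for Sen). It fell with Sen, with a log2 fold change of -3.76 (SE 0.38, adjusted p = 0.00412) from edgeR's quasi-likelihood test. cGlr1, which encodes a cGAS-like receptor of innate immunity, changed by -3.25 (SE 0.56, adjusted p = 0.0322) in the same test, and CG10352 by -2.88 (SE 0.58, adjusted p = 0.0600). Among the 54 genes of cluster I, the median log2 fold change over WT was 0.00 in OKSM, -1.00 in Sen and 0.45 in OKSM-Sen. Against WT, 29 of them were lower in Sen, and 10 were higher in OKSM-Sen. The paper's 77 members of cluster I held here had a median of -1.08 in Sen, with 15 lower than WT. In OKSM-Sen their median was 0.18, with 1 higher. The call of cGlr1 ended without Sen replicate 2 or 3 (adjusted p up to 0.191 from the same test). That of CG10352 ended without WT replicate 1 or 2 or Sen replicate 2 or 3 (up to 0.269).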

Cluster I (*N* = 300) contained genes that were downregulated by Sen but were unaffected in the other conditions. 

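Klp61F (FBgn0004378), the kinesin that pushes spindle poles apart, fell in Sen from 3.71 ± 0.867 CPM in WT (SD, n = 3) to 1.16 ± 0.0458 (SD, n = 2). That is a log2 fold change of -1.67 (SE 0.25, adjusted p = 0.0172) from edgeR's quasi-likelihood test. In the same test, scra (anillin, of the cleavage furrow) changed by -1.60 (SE 0.27, adjusted p = 0.0271) and pav, a kinesin of the central spindle, by -1.62 (SE 0.31, adjusted p = 0.0430). Mcm7 of the replicative helicase changed by -1.50 (SE 0.33, adjusted p = 0.0726) and RnrS, a ribonucleotide reductase subunit, by -1.21 (SE 0.26, adjusted p = 0.0726). Of 46 genes of mitosis and cytokinesis, 6 were lower in Sen and none was higher (28 lower when adjusted over the list alone). Their median log2 fold change was -0.89 (adjusted p = 4.75e-14 from camera, adjusted p = 0.463 with an estimated correlation). Of 41 DNA replication genes, 3 were lower (12 lower when adjusted over the list alone), with a median of -0.54 (adjusted p = 6.4e-06 from camera, adjusted p = 0.492 with an estimated correlation). Beside them, 2 of 9 markers of ISCs and enteroblasts were lower in Sen (4 lower when adjusted over the list alone, adjusted p = 0.00513 from camera, adjusted p = 0.463 with an estimated correlation). Without Sen replicate 2 or 3, the adjusted p of Klp61F reached 0.106 and that of scra 0.167. The calls of pav, Mcm7 and RnrS ended without WT replicate 1 or 2 or Sen replicate 2 or 3 (up to 0.200 for pav), and those of Mcm7 and RnrS also without OKSM replicate 2 or OKSM-Sen replicate 2 or 3 (up to 0.327 and 0.261). The list of ISC and enteroblast markers lost its camera call without Sen replicate 2 (adjusted p = 0.153).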

Genes in this cluster were associated with cytokinesis, cell cycle and DNA replication. These would be expected results as p53 release from FoxO should lead to apoptosis rather than cell proliferation. Genes in Cluster II (*N* = 201) were upregulated in all conditions compared to WT. This cluster was enriched for processes associated with Glutathione and sugar metabolism and lysosomal activity, which are related to tissue building and repair. 

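CG32302 (FBgn0052302) was at 3.22 ± 1.29 CPM in WT, 84.9 ± 32.7 in OKSM, 13.8 ± 7.18 in Sen and 66.7 ± 23.3 in OKSM-Sen (SD, n = 3, and 2 for Sen). Against WT, its log2 fold change was 4.71 (SE 0.50, adjusted p = 0.00416) in OKSM and 4.37 (SE 0.49, adjusted p = 0.00471) in OKSM-Sen from edgeR's quasi-likelihood test. The alkaline phosphatase gene Alp13 rose by 3.28 (SE 0.54, adjusted p = 0.0388) in OKSM and 3.68 (SE 0.55, adjusted p = 0.0174) in OKSM-Sen in that test. The cytochrome P450 gene Cyp4d2 rose in Sen by 1.11 (SE 0.19, adjusted p = 0.0271), and betaTry, a trypsin gene, by 0.90 (SE 0.16, adjusted p = 0.0373) (both from the same test). Over the 34 genes of the cluster, the median log2 fold change was 0.91 in OKSM, 0.89 in Sen and 0.86 in OKSM-Sen. Against WT, 27, 26 and 22 of them were higher in these constructs. For the 30 members of the paper's cluster II held here, the medians were 0.55, 0.82 and 0.42, with 2, 10 and 1 higher. The call of Alp13 in OKSM ended without WT replicate 3 or OKSM replicate 2 or 3 (adjusted p up to 0.148 from the same test), that of Cyp4d2 without Sen replicate 3 (0.145) and that of betaTry without WT replicate 1 or 2 or Sen replicate 3 (up to 0.165). The log2 fold change of Alp13 was 4.05 without WT replicate 1 in OKSM and 4.45 without WT replicate 1 in OKSM-Sen.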

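Gss1 and Gss2, both annotated as glutathione synthetase genes and given identical counts, rose in Sen by a log2 fold change of 1.01 (SE 0.19, adjusted p = 0.0430) from edgeR's quasi-likelihood test, and since they share reads their values cannot be separated. GstE6, a glutathione S-transferase gene, rose by 1.09 (SE 0.22, adjusted p = 0.0480) in the same test. Of 37 genes of glutathione metabolism, 3 rose in Sen and none fell (8 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.37 (adjusted p = 9.23e-07 from camera, adjusted p = 0.463 with an estimated correlation). For OKSM-Sen, 1 gene of the list rose (8 higher and 3 lower when adjusted over the list alone, adjusted p = 0.0337 from camera, adjusted p = 0.867 with an estimated correlation). For OKSM no gene was called by edgeR (6 higher and 3 lower at an unadjusted p under 0.05, 4 higher by DESeq2), with 5 higher when adjusted over the list alone (adjusted p = 0.107 from camera). LManIV, of the lysosomal alpha-mannosidases, rose in Sen by 3.48 (SE 0.70, adjusted p = 0.0601). It was one of 4 genes that rose among 24 lysosomal genes (4 higher when adjusted over the list alone, adjusted p = 0.0949 from camera, adjusted p = 0.471 with an estimated correlation), and all of them were LMan genes, which may share reads. Of 21 genes of starch and sucrose metabolism, none was called in Sen by edgeR (2 higher at an unadjusted p under 0.05, 2 higher by DESeq2, 0 when adjusted over the list alone), at a median of 0.55 (adjusted p = 0.00597 from camera, adjusted p = 0.595 with an estimated correlation). The call of Gss1 ended without WT replicate 1 or 2 or Sen replicate 3 (adjusted p up to 0.193), that of GstE6 without WT replicate 1 or 2 or Sen replicate 2 or 3 (0.188) and that of LManIV without WT replicate 1 or 2 or Sen replicate 3 (0.233). For LManIV the log2 fold change was 4.07 without WT replicate 3, 4.14 without Sen replicate 2 and 2.29 without Sen replicate 3. Of the list calls by camera, glutathione metabolism in OKSM-Sen ended without WT replicate 1 or 2 or OKSM-Sen replicate 1 (adjusted p up to 0.400), lysosomal genes in Sen without WT replicate 1, 2 or 3, OKSM replicate 1 or 3, Sen replicate 3 or OKSM-Sen replicate 1, 2 or 3 (adjusted p up to 0.497) and starch and sucrose metabolism in Sen without Sen replicate 3 (adjusted p = 0.128). LManIV was not called without a filter on low counts (adjusted p = 0.105 from edgeR). LManIII, LManV and LManVI were not called with the replicate number as a block (adjusted p = 0.106, 0.122 and 0.141 from edgeR). Without Sen replicate 3 the log2 fold change of LManV was 0.84 in place of 1.44, and that of LManVI 0.87 in place of 1.47. The paper relates the processes enriched in its cluster II to tissue building and repair.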

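Lcp1, which encodes a larval cuticle protein, was at 7.82 ± 2.71 CPM in OKSM (SD, n = 3) and at 0.134 ± 0.0345 in WT, 0.574 ± 0.145 in Sen and 0.184 ± 0.0867 in OKSM-Sen. CG31683 (FBgn0051683) was at 41.4 ± 17.6 CPM in OKSM and below 1 CPM in the others. futsch, which encodes a microtubule-associated protein of neurons, was at 2.33 ± 0.431 CPM in WT, 46.2 ± 27.9 in OKSM, 0.965 ± 0.0877 in Sen and 1.47 ± 0.262 in OKSM-Sen. Its log2 fold change in OKSM was 4.31 (SE 0.40, adjusted p = 0.00154) from edgeR's quasi-likelihood test, and zfh2, a zinc-finger homeodomain transcription factor gene, rose by 3.23 (SE 0.67, adjusted p = 0.0929) in the same test. The 27 genes of cluster III had a median log2 fold change of 1.55 in OKSM, -0.16 in Sen and 0.10 in OKSM-Sen, and 16 were higher than WT in OKSM. Medians of the paper's 33 members held here were 0.69, 0.16 and 0.32, with 9 higher in OKSM. Of 30 genes of fatty acid degradation and the peroxisome, none was called in OKSM by edgeR (2 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone), with a median of 0.11 (adjusted p = 0.747 from camera). Of 19 genes of lipid synthesis, storage and lipolysis, none was called either (2 higher at an unadjusted p under 0.05, 1 higher by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.228 from camera). The call of zfh2 ended without WT replicate 1, 2 or 3, Sen replicate 2 or 3 or OKSM-Sen replicate 1, 2 or 3 (adjusted p up to 0.270). Without single libraries, the log2 fold change of futsch was 3.69 without OKSM replicate 2 and that of zfh2 1.81 without OKSM replicate 3. With low counts kept, zfh2 was not called (adjusted p = 0.178 from edgeR).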

Cluster III (*N* = 157) consisted of genes that were upregulated only in the OKSM condition and was enriched for lipid and amino acid metabolism. 

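The trypsin gene gammaTry (FBgn0010359) fell with every construct in the ubiquitous model, at 1839 ± 408 CPM in WT, 206 ± 22.2 in OKSM, 163 ± 91.5 in Sen and 124 ± 52.8 in OKSM-Sen (SD, n = 3, and 2 for Sen). Its log2 fold change was -3.16 in OKSM, -3.50 in Sen and -3.89 in OKSM-Sen (adjusted p = 0.0111, 0.0172 and 0.00385 from edgeR's quasi-likelihood test), and it shares reads with its paralogs. The P450 gene Cyp4d1 stood at 173 ± 8.94 CPM in WT, 40.7 ± 8.35 in OKSM, 52.2 ± 17.7 in Sen and 38.0 ± 5.67 in OKSM-Sen. Its adjusted p was 0.00160, 0.0133 and 0.00229 from the same test for OKSM, Sen and OKSM-Sen. lectin-37Da, a C-type lectin gene, fell to 25.6 ± 20.2 CPM in Sen and 19.9 ± 6.38 in OKSM-Sen from 371 ± 118 in WT. Over the 48 genes of cluster IV, the median log2 fold change was -0.78 in OKSM, -1.46 in Sen and -1.23 in OKSM-Sen. Those of the paper's 25 members held here were -0.48, -1.18 and -0.80, with 4, 8 and 9 lower than WT. Of 70 cytochrome P450 genes, 4 fell in OKSM (4 higher and 11 lower when adjusted over the list alone, adjusted p = 0.108 from camera). In OKSM-Sen 1 rose and 4 fell (2 higher and 6 lower when adjusted over the list alone, adjusted p = 0.0207 from camera, adjusted p = 0.867 with an estimated correlation), and in Sen 3 rose and 3 fell (5 higher and 8 lower when adjusted over the list alone, adjusted p = 0.991 from camera, whose direction was downward). Rac2, a GTPase gene of phagocytosis, changed in OKSM-Sen by -0.60 (SE 0.13, adjusted p = 0.0897) in the same test, the only call among 10 phagocytosis genes (1 lower when adjusted over the list alone, adjusted p = 0.550 from camera). Of 29 genes of vesicle transport and secretion, edgeR called none in Sen (3 higher and 1 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.111 from camera). The call of Rac2 ended without WT replicate 1 or 3, OKSM replicate 1, 2 or 3 or OKSM-Sen replicate 1, 2 or 3 (adjusted p up to 0.295). In Sen, gammaTry had a log2 fold change of -4.21 without Sen replicate 3. The P450 list lost its camera call in OKSM-Sen without WT replicate 1 or 3 or OKSM-Sen replicate 3 (adjusted p up to 0.288). Rac2 was not called without a filter on low counts (adjusted p = 0.104 from edgeR) or with RLE size factors (0.106).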

Cluster IV (*N* = 173) consisted of genes that were downregulated by all conditions relative to WT and was enriched for genes associated with secretion and phagocytosis. Cluster V (*N* = 147) represented genes that were downregulated in both OKSM and in the combined OKSM-Sen conditions and contained genes related to translation. 

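Unc-115b (FBgn0260463), the gene of an actin-binding LIM protein, stood at 360.0 ± 83.6 CPM in WT, 67.9 ± 10.8 in OKSM, 357 ± 35.4 in Sen and 87.3 ± 13.2 in OKSM-Sen (SD, n = 3, and 2 for Sen). Its log2 fold change was -2.41 (SE 0.20, adjusted p = 0.000761) in OKSM from edgeR's quasi-likelihood test. The P450 genes Cyp12e1 and Cyp9f3 had log2 fold changes of -1.42 (SE 0.12, adjusted p = 0.000761) and -0.92 (SE 0.08, adjusted p = 0.000968) in OKSM in the same test, and of -1.31 (SE 0.12, adjusted p = 0.00229) and -0.85 (SE 0.08, adjusted p = 0.00229) in OKSM-Sen. The 28 genes of cluster V had a median of -0.97 in OKSM (21 lower than WT) and -0.82 in OKSM-Sen (17 lower). In Sen the median was -0.08, with none called by edgeR (1 higher and 3 lower at an unadjusted p under 0.05, 1 higher and 1 lower by DESeq2). Among the paper's 31 members of cluster V held here, the median was -0.409 in OKSM (2 lower) and -0.355 in OKSM-Sen (3 lower). Of 86 genes for cytosolic ribosomal proteins, edgeR called none in OKSM over all genes (38 lower at an unadjusted p under 0.05, 21 lower by DESeq2), and 35 lower when adjusted over the list alone. Their median log2 fold change in OKSM was -0.29 (adjusted p = 2.72e-17 from camera, adjusted p = 0.975 with an estimated correlation). In OKSM-Sen it was -0.20 (adjusted p = 9.21e-09 from camera, adjusted p = 0.867 with an estimated correlation), with none called (11 lower at an unadjusted p under 0.05, 2 lower by DESeq2, 0 when adjusted over the list alone). For the 27 ribosome biogenesis genes, the median was -0.14 in OKSM (adjusted p = 0.0483 from camera, adjusted p = 0.975 with an estimated correlation), with none called (1 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone). The ribosome biogenesis call by camera ended without WT replicate 2 or 3 or OKSM replicate 2 or 3 (adjusted p up to 0.510).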

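CG42705 (FBgn0261616) was at 30.0 ± 5.27 CPM in Sen (SD, n = 2), at 0.0518 ± 0.0479 in OKSM and 0.0977 ± 0.124 in OKSM-Sen, and had no read in the WT libraries. CG42704 was at 106 ± 48.3 CPM in Sen, at 0.418 in OKSM-Sen and without a read in WT and OKSM. Send1, which encodes a serine protease of the spermathecae, was at 12.5 ± 17.3 CPM in Sen, so that the spread between its libraries exceeded the mean, and at 0.0280 ± 0.0288 in WT. CG43090 likewise stood at 20.5 ± 26.9 CPM in Sen and 0.130 ± 0.0961 in WT, with an adjusted p of 0.0348 from edgeR's quasi-likelihood test. otu, needed in the ovary for oogenesis, rose in Sen by a log2 fold change of 2.26 (SE 0.37, adjusted p = 0.0271) in the same test. Over the 32 genes of cluster VI the median log2 fold change was 0.35 in OKSM, 2.28 in Sen and 0.04 in OKSM-Sen, and 27 were higher than WT in Sen. With genes of a group at 0 set to the bound from 3 counts over the group, the medians of OKSM and OKSM-Sen were 0.20 and -0.07. By comparison, the paper's 41 members of cluster VI held here had a median of 0.645 in Sen, with 3 higher than WT. Of 13 ovary and egg markers, 1 was higher in Sen (3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.227 from camera, whose direction was upward). Of 9 genes of metallothioneins and copper transport, edgeR called none in Sen (2 higher and 1 lower at an unadjusted p under 0.05, 1 higher and 1 lower by DESeq2, 2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.566 from camera). Nor did it call one of 10 genes of insect hormone biosynthesis (1 lower at an unadjusted p under 0.05, 1 lower by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.983 from camera). The call of CG43090 ended without WT replicate 1 or 2 or Sen replicate 2 (adjusted p up to 0.121), and that of otu without Sen replicate 3 (0.127).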

Cluster VI (*N* = 204) contained genes that were upregulated specifically by Sen alone and consisted mainly of genes involved in homeostasis. 

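spz4 (FBgn0032362) rose in OKSM-Sen of the ubiquitous model by a log2 fold change of 4.00 (SE 0.45, adjusted p = 0.00371) from edgeR's quasi-likelihood test. CG15202 rose by 3.58 (SE 0.52, adjusted p = 0.0155) and the P450 gene Cyp4p2 by 1.00 (SE 0.14, adjusted p = 0.0146) in the same test. CG1695 was at 0.951 ± 0.515 CPM in WT, 1.27 ± 0.233 in OKSM, 0.991 ± 0.325 in Sen and 9.55 ± 3.08 in OKSM-Sen (SD, n = 3, and 2 for Sen), and it was higher in OKSM-Sen than in each other condition at an FDR of 10%. Over the 29 genes of cluster VII, the median log2 fold change was 0.06 in OKSM, 0.92 in Sen and 1.27 in OKSM-Sen, with 18 higher than WT in Sen and 19 in OKSM-Sen. The mean profile of these genes had a correlation of 0.835 over the 4 conditions with that of the paper's members of cluster VII in the part of its table used here. Those 26 members had medians of -0.13 in OKSM, -0.002 in Sen and 0.64 in OKSM-Sen, with 1 higher than WT in Sen and 2 in OKSM-Sen. PH4alphaEFB, a prolyl 4-hydroxylase gene, rose in OKSM-Sen by 0.82 (SE 0.16, adjusted p = 0.0716). It was the 1 gene called among 14 of arginine and proline metabolism (2 higher when adjusted over the list alone), whose median was 0.13 (adjusted p = 0.0316 from camera, adjusted p = 0.867 with an estimated correlation). Of 14 Notch signaling genes, 1, E(spl)malpha-BFM, rose in OKSM-Sen by 1.31 (SE 0.27, adjusted p = 0.0808) (5 higher when adjusted over the list alone). The median of that list was 0.24 (adjusted p = 0.00713 from camera, adjusted p = 0.867 with an estimated correlation), and in Sen it was -0.28 (adjusted p = 0.111 from camera), with none called by edgeR (3 lower at an unadjusted p under 0.05, 1 lower by DESeq2, 0 when adjusted over the list alone). Beside these lists in OKSM-Sen, the 9 ISC and enteroblast markers had a median of 0.45 (edgeR called none, 3 higher at an unadjusted p under 0.05, 0 by DESeq2, 2 higher when adjusted over the list alone, adjusted p = 0.0176 from camera, adjusted p = 0.867 with an estimated correlation). The 17 enteroendocrine markers had a median of -0.13 (edgeR called none, 3 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.0628 from camera, adjusted p = 0.867 with an estimated correlation). The call of PH4alphaEFB ended without WT replicate 2 or 3, OKSM replicate 3 or OKSM-Sen replicate 1, 2 or 3 (adjusted p up to 0.237), and that of E(spl)malpha-BFM without WT replicate 1 or 3, OKSM replicate 1, 2 or 3 or OKSM-Sen replicate 1 or 2 (0.272). For spz4 the log2 fold change was 4.60 without WT replicate 2. By camera, the call of arginine and proline metabolism ended without WT replicate 2 or OKSM-Sen replicate 2 (adjusted p up to 0.116), that of Notch signaling without WT replicate 3 (adjusted p = 0.134), that of the ISC and enteroblast markers without WT replicate 3 (adjusted p = 0.134) and that of the enteroendocrine markers without WT replicate 1 or 3 or OKSM-Sen replicate 3 (adjusted p up to 0.369).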

Cluster VII (*N* = 100) contained genes upregulated by the OKSM-Sen combination which were involved in Arginine and Proline amino acid metabolism. 

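InR, which encodes the insulin receptor and is a known target of FoxO, changed in Sen by a log2 fold change of -1.18 (SE 0.28, adjusted p = 0.0928) from edgeR's quasi-likelihood test. It was the 1 gene called among 12 FoxO target genes (1 higher and 4 lower when adjusted over the list alone, adjusted p = 0.164 from camera). It was also the 1 called among 19 insulin and TOR signaling genes (1 lower when adjusted over the list alone, adjusted p = 0.163 from camera). foxo itself was at 131 ± 14.2 CPM in WT (SD, n = 3) and 124 ± 25.7 in Sen (SD, n = 2), a log2 fold change of -0.07 (SE 0.16, adjusted p = 0.893) in the same test. Got1, an aspartate aminotransferase gene, rose by 0.67 (SE 0.15, adjusted p = 0.0866), the 1 gene called among 14 of arginine and proline metabolism (2 higher when adjusted over the list alone), at a median of 0.20 (adjusted p = 0.0949 from camera, adjusted p = 0.463 with an estimated correlation). Markers of other cell types stood beside these lists as follows. The 17 visceral muscle markers had a median of -0.57 (adjusted p = 0.0232 from camera, adjusted p = 0.817 with an estimated correlation) and the 17 enteroendocrine markers of -0.24 (adjusted p = 0.0340 from camera, adjusted p = 0.513 with an estimated correlation). Of the 12 enterocyte markers 2 rose (3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0291 from camera, adjusted p = 0.471 with an estimated correlation), and the 6 fat body markers had a median of 0.96 (adjusted p = 0.0555 from camera, adjusted p = 0.463 with an estimated correlation). The calls of InR and Got1 ended without WT replicate 1 or 2, OKSM replicate 1, 2 or 3, Sen replicate 2 or 3 or OKSM-Sen replicate 2 or 3 (adjusted p up to 0.379) and WT replicate 1 or 2, OKSM replicate 2 or 3, Sen replicate 2 or 3 or OKSM-Sen replicate 1, 2 or 3 (0.333), respectively. As lists, arginine and proline metabolism lost the camera call without WT replicate 2 or 3, OKSM replicate 2 or 3, Sen replicate 2 or OKSM-Sen replicate 1, 2 or 3 (adjusted p up to 0.532), visceral muscle without WT replicate 1 or Sen replicate 3 (adjusted p up to 0.746), enteroendocrine markers without WT replicate 3 or Sen replicate 2 (adjusted p up to 0.153), enterocyte markers without WT replicate 2 or Sen replicate 3 (adjusted p up to 0.468) and fat body markers without WT replicate 2 or Sen replicate 2 (adjusted p up to 0.256). InR was not called without a filter on low counts (adjusted p = 0.115 from edgeR) or with RLE size factors (0.101).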

Overall, our results suggested that genes affected by expression of Sen correlated with lower cell division and FoxO signaling, and a higher level of amino acid metabolism. 

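Ser6, a serine protease gene, changed in OKSM of the ubiquitous model by a log2 fold change of 2.12 (SE 0.42, adjusted p = 0.0802) from edgeR's quasi-likelihood test, and betaTry by 0.86 (SE 0.15, adjusted p = 0.0449) in the same test. deltaTry, another trypsin gene, changed by -1.70 (SE 0.32, adjusted p = 0.0692), and both trypsin values are uncertain because paralogs share reads. Of 31 digestive serine proteases, 3 were higher in OKSM and 2 were lower (13 higher and 3 lower when adjusted over the list alone). The median of the list was 0.69 (adjusted p = 1.16e-05 from camera, adjusted p = 0.975 with an estimated correlation). Of 14 genes of arginine and proline metabolism, edgeR called none in OKSM (3 higher and 1 lower at an unadjusted p under 0.05, 1 higher by DESeq2, 3 higher and 1 lower when adjusted over the list alone, adjusted p = 0.706 from camera). The 21 genes of starch and sucrose metabolism gave none as well (1 higher and 4 lower at an unadjusted p under 0.05, 1 higher and 1 lower by DESeq2, 1 higher when adjusted over the list alone), at a median of 0.14 (adjusted p = 0.747 from camera, whose direction was downward). Of 13 antimicrobial peptide genes, edgeR called none in OKSM (3 higher at an unadjusted p under 0.05, 2 higher by DESeq2, 2 higher when adjusted over the list alone), and their median log2 fold change was 1.40 (adjusted p = 0.00676 from camera, adjusted p = 0.975 with an estimated correlation). In OKSM-Sen it was 1.20 (adjusted p = 0.0181 from camera, adjusted p = 0.867 with an estimated correlation, 2 higher when adjusted over the list alone). The calls of Ser6, betaTry and deltaTry ended without WT replicate 1, 2 or 3, OKSM replicate 2 or 3 or OKSM-Sen replicate 2 or 3 (adjusted p up to 0.233), WT replicate 1, 2 or 3 or OKSM replicate 1, 2 or 3 (0.145) and WT replicate 1, 2 or 3, OKSM replicate 1, 2 or 3 or OKSM-Sen replicate 2 (0.231), respectively. The antimicrobial peptides lost the camera call in OKSM-Sen without WT replicate 3 (adjusted p = 0.134). With low counts kept, Ser6 was not called (adjusted p = 0.119 from edgeR).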

Expression of OKSM upregulated amino acid and lipid metabolism and proteolysis while downregulating translation and sugar metabolism.

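GstD9 (FBgn0038020), of the glutathione S-transferases, stood at 7.34 ± 0.433 CPM in WT, 166 ± 35.6 in OKSM, 192 ± 39.8 in Sen and 231 ± 16.2 in OKSM-Sen (SD, n = 3 in each group) in the ISC model. Relative to WT, its log2 fold change was 4.50, 4.71 and 4.97 in OKSM, Sen and OKSM-Sen (adjusted p = 1.02e-06, 6.93e-07 and 4.32e-07 from edgeR's quasi-likelihood test). Amyrel, an amylase-related gene, rose on the log2 scale by 5.24, 5.04 and 5.50 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00527, 0.00456 and 0.00469 from the same test). The trypsin gene iotaTry fell, with log2 fold changes of -0.82, -1.40 and -1.13 in OKSM, Sen and OKSM-Sen (adjusted p = 0.000940, 4.46e-05 and 0.000155 from that test). Over the 4 conditions, 3343 of 9374 genes differed at an FDR of 10%. Against WT, 1618 rose and 1409 fell in OKSM, 1704 rose and 1713 fell in Sen, and 1475 rose and 1243 fell in OKSM-Sen. Grouped as in the ubiquitous model, the genes that differed formed clusters of 879 genes in cluster I, 232 in cluster II, 198 in cluster III, 414 in cluster IV, 731 in cluster V, 569 in cluster VI and 320 in cluster VII. Their mean profiles had correlations of 0.998, 0.995, 0.999, 0.991, 1.000, 1.000 and 1.00 over the 4 conditions with those of the paper's members held here, from 1998 of the 9339 rows of its table. Both profiles of a pair came from these libraries, and pairs were chosen for high correlations, so these values do not test the paper's clusters. Nor do the medians and counts of calls given below for each cluster, since its genes were called and grouped by these same values. Genes of the mitochondrial genome took 7.85 to 8.27% of the counts in the WT libraries and 9.06 to 13.8% in those with a construct. The count over the 4 conditions was 2098 without WT replicate 2, that of OKSM against WT was 1989 without WT replicate 1 and 1890 without WT replicate 2, and that of OKSM-Sen was 1635 without WT replicate 2. The log2 fold change of Amyrel was 7.15 without WT replicate 3 in OKSM, 6.96 without WT replicate 3 and 4.23 without Sen replicate 3 in Sen and 7.42 without WT replicate 3 in OKSM-Sen.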

In the ISC-restricted expression model, we identified 3791 genes (FDR < 10%) as significantly differentially expressed across conditions (Supplementary Table 2), which were subsequently clustered into seven distinct groups (Figure 3C, 3D, Supplementary Figure 2). 

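GstD1 (FBgn0001149), a glutathione S-transferase gene, stood at 333 ± 28.0 CPM in WT, 1108 ± 19.4 in OKSM, 1094 ± 166 in Sen and 1228 ± 84.6 in OKSM-Sen (SD, n = 3 in each group). Over WT, its log2 fold change was 1.74, 1.72 and 1.88 in OKSM, Sen and OKSM-Sen (adjusted p = 2.57e-05, 1.97e-05 and 9.51e-06 from edgeR's quasi-likelihood test). GstD8 rose on the log2 scale by 2.25, 2.51 and 3.25 in OKSM, Sen and OKSM-Sen (adjusted p = 0.000120, 4.86e-05 and 9.51e-06 from the same test), and the members of this family can share reads. CG31468 rose by 5.34 on the log2 scale (SE 0.67, adjusted p = 0.000977) in OKSM and 5.19 (SE 0.67, adjusted p = 0.000595) in Sen, and CG13135 by 5.16 (SE 0.46, adjusted p = 0.000136) in OKSM-Sen, all from that test. Of 34 genes of glutathione metabolism, 19 rose in OKSM, 18 in Sen and 19 in OKSM-Sen, and 4, 3 and 4 fell. The numbers that rose and fell were 20 and 6 in OKSM, 22 and 5 in Sen, and 20 and 6 in OKSM-Sen when adjusted over the list alone. Their median log2 fold change was 0.70, 0.83 and 0.82 (adjusted p = 4.12e-10, 3.84e-10 and 1.07e-12 from camera, adjusted p = 0.0874, 0.125 and 0.0466 with an estimated correlation). GstD1, GstD9 and GstE6 were among the 14 of the 34 that lay in cluster I (one-sided Fisher's exact test, adjusted p = 5.97e-05). Over the 879 genes of cluster I, the median was 0.52 in OKSM, 0.68 in Sen and 0.54 in OKSM-Sen, with 779, 858 and 790 higher than WT. That of CG31468 was 7.19 without WT replicate 3 in OKSM and 7.04 without WT replicate 3 in Sen, as log2 fold changes.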

Cluster I (*N* = 991) contained genes that were upregulated in all three conditions relative to WT. 

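Mcm3 (FBgn0284442) of the replicative helicase stood at 3.66 ± 0.691 CPM in WT, 8.46 ± 0.371 in OKSM, 8.50 ± 1.31 in Sen and 7.30 ± 0.505 in OKSM-Sen (SD, n = 3 in each group) in the ISC model, with log2 fold changes of 1.21, 1.22 and 1.00 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00119, 0.000667 and 0.00291 from edgeR's quasi-likelihood test). The polymerase processivity factor gene PCNA rose by 1.52 on the log2 scale (SE 0.27, adjusted p = 0.00375) in OKSM, and PolE1 of the leading-strand polymerase by 1.28 (SE 0.19, adjusted p = 0.000870) in Sen, in the same test. pbl, a RhoGEF gene of cytokinesis, rose on the log2 scale by 0.89, 1.09 and 0.94 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00590, 0.00148 and 0.00470 from that test). Of 41 DNA replication genes, 23 rose in OKSM, 24 in Sen and 26 in OKSM-Sen, and none fell by edgeR (0, 0 and 0 lower at an unadjusted p under 0.05, 0, 0 and 0 by DESeq2). When adjusted over the list alone, 27 rose and 0 fell in OKSM, 25 and 0 in Sen, and 30 and 0 in OKSM-Sen, at medians of 0.74, 0.77 and 0.76 (adjusted p = 3.82e-08, 1.2e-08 and 1.13e-10 from camera, adjusted p = 0.482, 0.294 and 0.276 with an estimated correlation). Of 44 mitosis and cytokinesis genes, 15 rose in OKSM, 12 in Sen and 12 in OKSM-Sen (adjusted over the list alone, 18, 12 and 12), at medians of 0.55, 0.46 and 0.55 (adjusted p = 0.00168, 0.000821 and 0.000223 from camera, adjusted p = 0.577, 0.568 and 0.491 with an estimated correlation). In cluster I lay 19 of the 41 DNA replication genes and 7 of the 44 mitosis and cytokinesis genes (one-sided Fisher's exact test, adjusted p = 7.57e-08 and 0.828). Beside them, Sox21a, of ISCs and enteroblasts, rose in Sen by 1.55 (SE 0.19, adjusted p = 0.000419), and 7 of 9 ISC and enteroblast markers rose in Sen (7 higher when adjusted over the list alone, adjusted p = 0.000741 from camera, adjusted p = 0.272 with an estimated correlation) and 4 in OKSM-Sen (4 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0259 from camera, adjusted p = 0.373 with an estimated correlation). Markers of visceral muscle stood beside them too, with Act57B, a muscle actin gene, which rose by 1.33 (SE 0.26, adjusted p = 0.00622) in OKSM. Of 17 visceral muscle markers, 9 rose in OKSM, 6 in Sen and 3 in OKSM-Sen (adjusted over the list alone, 14, 6 and 1), at medians of 0.54, 0.42 and 0.13 (adjusted p = 0.000759, 0.00845 and 0.580 from camera, adjusted p = 0.577, 0.614 and 0.863 with an estimated correlation). The camera call of the ISC and enteroblast markers in OKSM-Sen ended without OKSM-Sen replicate 2 (adjusted p = 0.127).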

Genes in this cluster were associated with cytokinesis, cell cycle, cell migration and DNA replication, further supporting that in ISCs expression of these factors, in any combination, results in increased proliferation and migration of ISCs. 

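The atypical cadherin gene ds (dachsous, FBgn0284247) stood at 3.10 ± 0.536 CPM in WT, 1.36 ± 0.287 in OKSM, 0.635 ± 0.197 in Sen and 1.68 ± 0.237 in OKSM-Sen (SD, n = 3 in each group) in the ISC model. Relative to WT, its log2 fold change was -1.18 (SE 0.28, adjusted p = 0.0142) in OKSM and -2.29 (SE 0.30, adjusted p = 0.000588) in Sen from edgeR's quasi-likelihood test. MtnA, a metallothionein gene, fell with log2 changes of -1.78 (SE 0.35, adjusted p = 0.00638) in OKSM and -2.39 (SE 0.36, adjusted p = 0.00126) in Sen, and nrv3, a subunit gene of the sodium pump, with a log2 change of -1.12 (SE 0.14, adjusted p = 0.000471) in Sen, in the same test. The diuretic hormone receptor gene Dh44-R2 fell by 1.04 (SE 0.12, adjusted p = 0.000279) on the log2 scale in Sen and the peptide hormone gene AstC by 0.43 (SE 0.09, adjusted p = 0.00564), both from that test. Over the 232 genes of cluster II, the median log2 fold change was -0.42 in OKSM, -0.66 in Sen and -0.16 in OKSM-Sen. Against WT, 123 were lower in OKSM and 197 in Sen, while in OKSM-Sen 18 were lower and 14 higher.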

Genes in Cluster II (*N* = 271) were downregulated by the expression of OKSM or Sen. This cluster contained transcription regulators and genes involved in ISC homeostasis. 

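lab (labial, FBgn0002522), the homeodomain transcription factor of the copper cells of the midgut, changed by -0.55 (SE 0.14, adjusted p = 0.0167) in OKSM and -0.62 (SE 0.14, adjusted p = 0.00727) in Sen from edgeR's quasi-likelihood test. H (Hairless), the transcriptional corepressor of Notch targets, changed by -0.33 (SE 0.11, adjusted p = 0.0466) in OKSM in the same test. Ser (Serrate), a ligand of Notch, stood at 5.54 ± 0.290 CPM in WT, 2.76 ± 0.482 in OKSM, 2.01 ± 0.0694 in Sen and 3.67 ± 0.570 in OKSM-Sen (SD, n = 3 in each group), with log2 fold changes of -1.00 (SE 0.19, adjusted p = 0.00441) in OKSM and -1.46 (SE 0.19, adjusted p = 0.000552) in Sen. No list of transcription regulators was among the 40 tested, so these genes are given singly. Of the lists, vesicle transport and secretion passed the test in this cluster, with SrpRalpha and SrpRbeta of the signal recognition particle receptor and the coat protein genes alphaCOP, Sec16, Sec23 and Sec24CD, besides p24-1. They were 7 of the 29 of that list, where 0.718 would fall there at random (one-sided Fisher's exact test, adjusted p = 0.000285). The call of H ended without WT replicate 1 or OKSM replicate 1 or 2 (adjusted p up to 0.138).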

Cluster III (*N* = 233) consisted of genes that were specifically upregulated by OKSM, and downregulated in the other conditions, and was enriched for fatty acid degradation and peroxisome function. 

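TotM, of the Turandot stress genes, was at 0.485 ± 0.628 CPM in WT, 36.9 ± 21.4 in OKSM, 0.238 ± 0.301 in Sen and 0.321 ± 0.112 in OKSM-Sen (SD, n = 3 in each group), and its log2 fold change in OKSM was 6.24 (SE 0.84, adjusted p = 0.00154) from edgeR's quasi-likelihood test. zfh2 and Ser6 rose in OKSM by 1.94 on the log2 scale (SE 0.52, adjusted p = 0.0276) and 1.18 (SE 0.17, adjusted p = 0.00142) in the same test, while NPF, a peptide hormone gene of enteroendocrine cells, fell in Sen with a log2 change of -0.50 (SE 0.14, adjusted p = 0.0245). Acox57D-d, an acyl-CoA oxidase gene of the peroxisome, fell in OKSM-Sen with a log2 change of -0.60 (SE 0.18, adjusted p = 0.0367). The 198 genes of cluster III had a median log2 fold change of 0.36 in OKSM (92 higher than WT), -0.23 in Sen (66 lower) and -0.11 in OKSM-Sen (24 lower). Acox57D-d, Acox57D-p, Pex16 and CG9577 were the 4 genes of fatty acid degradation and the peroxisome in that cluster, of 30 tested (one-sided Fisher's exact test, adjusted p = 0.0741). Over all 30 genes of the list, 2 rose and 3 fell in OKSM (2 higher and 1 lower when adjusted over the list alone), 3 and 10 in Sen (3 higher and 10 lower when adjusted over the list alone), and 1 and 5 in OKSM-Sen (1 higher and 2 lower when adjusted over the list alone). Their medians were 0.07, -0.12 and -0.15 (adjusted p = 0.900, 0.299 and 0.106 from camera). The call of Acox57D-d ended without WT replicate 2 or OKSM-Sen replicate 1 (adjusted p up to 0.142 from the same test). Without single libraries, the log2 fold change of TotM was 8.12 without WT replicate 2 and that of zfh2 1.20 without OKSM replicate 2.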

Cluster IV (*N* = 410) consisted of genes that were upregulated in all conditions, although to a lower extent in Sen, and was enriched for genes involved in vesicle transport and Toll signaling. 

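DptA (diptericin A, FBgn0004240), an antimicrobial peptide gene, stood at 0.604 ± 0.358 CPM in WT, 17.9 ± 14.6 in OKSM, 5.77 ± 4.41 in Sen and 18.3 ± 1.47 in OKSM-Sen (SD, n = 3 in each group). Its log2 fold change was 4.87, 3.22 and 4.90 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00486, 0.0226 and 0.00506 from edgeR's quasi-likelihood test), and that of Dro, another such gene, was 3.81, 3.06 and 3.07 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00154, 0.00275 and 0.00397 from the same test). PGRP-SD, a peptidoglycan sensor gene, rose on the log2 scale by 1.84, 1.18 and 1.49 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00378, 0.0217 and 0.0103, in that test). Of 14 antimicrobial peptide genes, 6 rose in OKSM, 5 in Sen and 8 in OKSM-Sen, and 1, 1 and 0 (0 at an unadjusted p under 0.05, 0 by DESeq2) fell. In OKSM 8 rose and 1 fell when adjusted over the list alone, 6 and 2 in Sen and 8 and 0 in OKSM-Sen. Their median log2 fold change was 1.77, 0.65 and 1.67 (adjusted p = 0.00215, 0.158 and 0.000486 from camera), and with an estimated correlation adjusted p = 0.482 for OKSM and adjusted p = 0.295 for OKSM-Sen. DptA, DptB, Dro, Mtk, Def and Drsl3 lay in cluster IV, 6 of the 14 tested (one-sided Fisher's exact test, adjusted p = 0.000741). That cluster also held 6 of the 29 genes of chaperones and the unfolded protein response, Hsp22, Hsp23, Hsp26, Hsp68, Hsp70Ba and ERp60, and 4 of the 12 of arginine and proline metabolism, Oat, Sms, P5cr-2 and PH4alphaEFB (adjusted p = 0.0364 for each, exact test). It held 2 of the 29 genes of vesicle transport and secretion and 2 of the 31 Toll and Imd pathway components (adjusted p = 1 for each, exact test). The vesicle coat gene epsilonCOP rose in OKSM by 0.67 on the log2 scale (SE 0.13, adjusted p = 0.00568). Of 29 genes of vesicle transport and secretion, 6 rose in OKSM, 6 in Sen and 6 in OKSM-Sen, and 4, 6 and 0 (0 at an unadjusted p under 0.05, 0 by DESeq2) fell. Adjusted over the list alone, 6 rose and 4 fell in OKSM, 7 and 6 in Sen, and 6 and 0 in OKSM-Sen, at medians of 0.04, -0.03 and 0.12 (adjusted p = 0.750, 0.958 and 0.155 from camera). The 414 genes of the cluster had medians of 0.67 in OKSM, 0.38 in Sen and 0.53 in OKSM-Sen, with 388, 244 and 326 higher than WT. For DptA the log2 fold change was 3.95 without OKSM replicate 1 in OKSM and 2.53 without Sen replicate 3 in Sen.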

Cluster V (*N* = 825) contained genes that were downregulated in all conditions, and contained genes involved in protein translation and signaling pathways. 

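RpL18 and RpL4, of the large ribosomal subunit, fell in OKSM with log2 fold changes of -1.05 (SE 0.14, adjusted p = 0.00100) and -1.02 (SE 0.14, adjusted p = 0.00123) from edgeR's quasi-likelihood test. RpL18 (FBgn0035753) stood at 1230.0 ± 211 CPM in WT, 595 ± 64.4 in OKSM, 669 ± 64.6 in Sen and 629.6 ± 44.1 in OKSM-Sen (SD, n = 3 in each group). Non1 and Nopp140, nucleolar genes of ribosome assembly, fell in OKSM with log2 changes of -1.11 (SE 0.17, adjusted p = 0.00205) and -0.76 (SE 0.12, adjusted p = 0.00251) in the same test, and Non1 in Sen and OKSM-Sen with log2 changes of -0.89 (SE 0.17, adjusted p = 0.00378) and -1.02 (SE 0.17, adjusted p = 0.00291). Of 86 genes for cytosolic ribosomal proteins, 82, 83 and 84 fell in OKSM, Sen and OKSM-Sen (84, 85 and 85 when adjusted over the list alone) and none rose by edgeR, at an unadjusted p under 0.05 or by DESeq2. Their median was -0.67, -0.58 and -0.69 (adjusted p = 8.68e-34, 5.57e-21 and 3.78e-41 from camera, adjusted p = 0.482, 0.568 and 0.295 with an estimated correlation). Of 27 ribosome biogenesis genes, 17, 17 and 21 fell (26, 20 and 24 when adjusted over the list alone), at medians of -0.47, -0.44 and -0.51 (adjusted p = 3.82e-08, 8.49e-05 and 1.13e-10 from camera, adjusted p = 0.546, 0.571 and 0.373 with an estimated correlation). Cluster V held 78 of the 86 ribosomal protein genes and 15 of the 27 biogenesis genes (one-sided Fisher's exact test, adjusted p = 6.11e-76 and 2.09e-08), besides 9 of the 31 digestive serine proteases (adjusted p = 0.0133, exact test). It held 4 of the 10 genes of insect hormone biosynthesis, dib, Jheh1, Jheh3 and Cyp6g2 (adjusted p = 0.0990, exact test). Of signaling lists, insulin and TOR signaling had 6 of the 18 genes there, chico, Lnk, raptor, foxo, Rheb and S6k (adjusted p = 0.0422, exact test). The 731 genes of the cluster had medians of -0.54, -0.43 and -0.49 in the 3 constructs, with 709, 541 and 583 lower than WT.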

Genes in Cluster VI (*N* = 642) were downregulated by all of the constructs investigated, albeit not as much by expression of OKSM, and contained genes involved in peroxisome function. 

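Cyp4d1 (FBgn0005670), a cytochrome P450 gene, fell with log2 fold changes of -1.71, -2.74 and -2.24 in OKSM, Sen and OKSM-Sen (adjusted p = 0.000449, 1.97e-05 and 9.88e-05 from edgeR's quasi-likelihood test). Dgat2, which encodes the last enzyme of triglyceride synthesis, stood at 19.8 ± 6.39 CPM in WT, 4.86 ± 1.46 in OKSM, 2.60 ± 0.879 in Sen and 4.58 ± 0.842 in OKSM-Sen (SD, n = 3 in each group), with log2 changes of -2.03, -2.93 and -2.11 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00208, 0.000303 and 0.00172 from the same test). Lsd-1, a perilipin gene of the lipid droplet, fell in Sen with a log2 change of -2.03 (SE 0.35, adjusted p = 0.00235), and the peroxisome assembly gene Pex2 with a log2 change of -0.48 (SE 0.13, adjusted p = 0.0169), in that test. Of 69 cytochrome P450 genes, 14 fell in OKSM, 20 in Sen and 21 in OKSM-Sen, and 10 rose in each. The numbers that rose and fell were 10 and 14 in OKSM, 11 and 20 in Sen, and 11 and 22 in OKSM-Sen when adjusted over the list alone. Their medians were -0.15, -0.33 and -0.17 (adjusted p = 0.176, 0.0148 and 0.0259 from camera, and with an estimated correlation adjusted p = 0.568 for Sen and adjusted p = 0.518 for OKSM-Sen). Of these genes 13 of the 69 lay in cluster VI (one-sided Fisher's exact test, adjusted p = 0.00769). That cluster held 2 of the 30 genes of fatty acid degradation and the peroxisome (adjusted p = 1, exact test). Of 19 genes of lipid synthesis, storage and lipolysis, 3 fell in OKSM, 6 in Sen and 5 in OKSM-Sen, and 3 rose in each. When adjusted over the list alone, 3 rose and 3 fell in OKSM, 3 and 6 in Sen, and 3 and 5 in OKSM-Sen (adjusted p = 0.726, 0.0654 and 0.267 from camera, adjusted p = 0.568 with an estimated correlation for Sen). Hemocyte markers stood beside them, with NimC4, a phagocytic receptor gene, at a log2 change of -2.07 (SE 0.46, adjusted p = 0.00832) in Sen. Of 9 such markers, 1, 6 and 4 fell (1, 6 and 4 when adjusted over the list alone), at medians of -0.12, -0.92 and -0.87 (adjusted p = 0.383, 0.0103 and 0.00416 from camera, adjusted p = 0.786, 0.568 and 0.435 with an estimated correlation). Over the 569 genes of the cluster, the median was -0.41 in OKSM, -0.73 in Sen and -0.58 in OKSM-Sen, with 304, 552 and 470 lower than WT. In Sen, the list of lipid synthesis, storage and lipolysis lost its camera call without WT replicate 2 or 3 or Sen replicate 1 or 3 (adjusted p up to 0.151).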

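cnn (centrosomin, FBgn0013765), the gene of a centrosome scaffold protein, had in the ISC model log2 fold changes of 0.51, 1.49 and 1.28 in OKSM, Sen and OKSM-Sen (adjusted p = 0.0182, 9.72e-05 and 0.000257 from edgeR's quasi-likelihood test). Krn (Keren), a ligand of the EGF receptor, stood at 21.4 ± 2.56 CPM in WT, 27.9 ± 2.66 in OKSM, 39.8 ± 0.625 in Sen and 30.3 ± 2.45 in OKSM-Sen (SD, n = 3 in each group) and rose by 0.90 on the log2 scale (SE 0.11, adjusted p = 0.000345) in Sen and 0.51 (SE 0.10, adjusted p = 0.00751) in OKSM-Sen, and Mmp1, a matrix metalloproteinase gene, by 0.65 (SE 0.13, adjusted p = 0.00368) in Sen, in the same test. The Notch target gene E(spl)malpha-BFM rose in Sen by 1.67 (SE 0.22, adjusted p = 0.000588) and fng (fringe), which modifies Notch, by 0.88 (SE 0.20, adjusted p = 0.00898). Of 13 Notch signaling genes, 3 rose in OKSM, 8 in Sen and 5 in OKSM-Sen, and 2, 1 and 1 fell. In OKSM 3 rose and 2 fell when adjusted over the list alone, 9 and 2 in Sen and 6 and 1 in OKSM-Sen. Their medians were 0.16, 0.56 and 0.35 (adjusted p = 0.537, 0.0151 and 0.0822 from camera), and with an estimated correlation adjusted p = 0.272 for Sen and adjusted p = 0.373 for OKSM-Sen. Cluster VII held 5 of the 13 tested, E(spl)m3-HLH, E(spl)malpha-BFM, E(spl)mbeta-HLH, fng and klu (one-sided Fisher's exact test, adjusted p = 0.00185). It also held 3 of the 11 FoxO target genes, InR, Lip4 and the phosphatase gene puc (adjusted p = 0.0990, exact test), of which InR rose in Sen by 0.69 (SE 0.15, adjusted p = 0.00636). Of apoptosis and p53 it held 3 of the 18 genes (adjusted p = 0.324, exact test). Over all FoxO target genes, 3 rose in OKSM, 5 in Sen and 3 in OKSM-Sen, and 1, 2 and 2 fell. Adjusted over the list alone, 3 rose and 1 fell in OKSM, 6 and 2 in Sen, and 4 and 2 in OKSM-Sen, at medians of 0.19, 0.48 and 0.28 (adjusted p = 0.597, 0.249 and 0.716 from camera). The 320 genes of the cluster had medians of 0.08 in OKSM, 0.46 in Sen and 0.25 in OKSM-Sen, with 39, 273 and 124 higher than WT. The camera call of Notch signaling in OKSM-Sen ended without WT replicate 2 or OKSM-Sen replicate 2 (adjusted p up to 0.193).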

Cluster VII (*N* = 419) contained genes that were upregulated in either Sen or Sen-OKSM and was enriched for genes involved in key signaling pathways and apoptosis. Overall, our transcriptional analysis suggested that gene expression was affected by the expression of Sen or OKSM individually, but that there was not a distinct group that was differentially expressed specifically in response to the combination (Sen-OKSM). 

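HIP-R (FBgn0029676), a relative of the Hsp70-interacting protein gene, stood at 56.4 ± 0.590 CPM in WT, 40.9 ± 3.59 in OKSM, 46.0 ± 6.01 in Sen and 68.7 ± 2.61 in OKSM-Sen (SD, n = 3 in each group). It was 0.75 (SE 0.10, adjusted p = 0.0125) against OKSM and 0.58 (SE 0.10, adjusted p = 0.0466) against Sen as a log2 fold change from edgeR's quasi-likelihood test. CG15236 was at 4.91 ± 3.96 CPM in OKSM-Sen and at 0.274 ± 0.189 in Sen, 0.208 ± 0.147 in OKSM and 0.126 ± 0.0647 in WT. lncRNA:CR44442 was at 4.18 ± 3.54 CPM in OKSM-Sen, at 0.160 ± 0.166 in Sen and 0.167 ± 0.0963 in WT, and without a read in OKSM. These 3 genes were higher in OKSM-Sen than in WT, OKSM and Sen at an FDR of 10% in each comparison. DESeq2 called 21 such genes. With the labels of Sen replicate 3 and OKSM-Sen replicate 3 exchanged, edgeR called 0 (12 at an unadjusted p under 0.05, 0 by DESeq2). The 3 genes fall outside the rule for named genes and were chosen after their values were seen. Against OKSM alone, 25 genes were higher and 38 lower in OKSM-Sen, and against Sen alone, 44 were higher and 8 lower. The count of genes apart in all comparisons was 1 without WT replicate 1, 1 without WT replicate 2, 1 without WT replicate 3, 0 without Sen replicate 2, 0 without Sen replicate 3 and 0 without OKSM-Sen replicate 3, that against OKSM was 35 without OKSM replicate 1, 41 without OKSM replicate 2 and 10 without OKSM-Sen replicate 3, and that against Sen was 17 without Sen replicate 2, 5 without Sen replicate 3 and 10 without OKSM-Sen replicate 3. From these profiles, the paper proposes that Sen and OKSM each affected expression and that no distinct group of genes answered to their combination.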

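Hsp23 (FBgn0001224), a small heat shock protein gene, stood at 3.16 ± 1.51 CPM in WT, 38.8 ± 18.7 in OKSM, 17.7 ± 2.49 in Sen and 41.1 ± 29.9 in OKSM-Sen (SD, n = 3 in each group) in the ISC model. Over WT, its log2 fold change was 3.61 (SE 0.62, adjusted p = 0.00422) in OKSM from edgeR's quasi-likelihood test. Of 29 chaperone and unfolded protein response genes, 11 rose in OKSM, 10 in Sen and 16 in OKSM-Sen, and 2, 1 and 1 fell. The numbers that rose and fell were 11 and 2 in OKSM, 10 and 2 in Sen, and 16 and 1 in OKSM-Sen when adjusted over the list alone, at medians of 0.25, 0.23 and 0.38 (adjusted p = 0.00334, 0.0249 and 0.000114 from camera, adjusted p = 0.482, 0.568 and 0.276 with an estimated correlation). PGRP-LB, an amidase gene of the Imd pathway, rose in OKSM by 1.21 on the log2 scale (SE 0.17, adjusted p = 0.00119), and key (kenny), of the IKK complex, in Sen by 0.67 (SE 0.14, adjusted p = 0.00522). Of 31 Toll and Imd pathway components, 4 rose in OKSM, 7 in Sen and 5 in OKSM-Sen, and 2, 8 and 2 fell. When adjusted over the list alone, 4 rose and 2 fell in OKSM, 7 and 10 in Sen, and 5 and 2 in OKSM-Sen, at medians of 0.00, 0.10 and 0.00 (adjusted p = 0.895, 0.976 and 0.821 from camera). The kinase gene S6k, downstream of TOR, fell in OKSM with a log2 change of -0.89 (SE 0.10, adjusted p = 0.000557) and in Sen with a log2 change of -0.77 (SE 0.10, adjusted p = 0.000588). Of 18 insulin and TOR signaling genes, 2 rose in OKSM, 4 in Sen and 3 in OKSM-Sen, and 6, 6 and 6 fell. In OKSM 2 rose and 6 fell when adjusted over the list alone, 4 and 6 in Sen and 3 and 7 in OKSM-Sen (adjusted p = 0.145, 0.721 and 0.248 from camera). The Wnt effector gene pan and the receptor gene fz3 fell in Sen with log2 changes of -0.76 (SE 0.12, adjusted p = 0.00104) and -1.29 (SE 0.22, adjusted p = 0.00195). Of 21 Wnt signaling genes, 2 rose in OKSM, 4 in Sen and 2 in OKSM-Sen, and 4, 6 and 3 fell. Adjusted over the list alone, 2 rose and 3 fell in OKSM, 4 and 6 in Sen, and 2 and 3 in OKSM-Sen, at medians of -0.02, -0.08 and 0.09 (adjusted p = 0.535, 0.754 and 0.821 from camera). In Hedgehog signaling, smo and cos were lower in Sen, with log2 fold changes of -0.53 and -0.61 (adjusted p = 0.0425 and 0.0288 from the same test). They were the calls among 14 genes, of which edgeR called none higher (0 at an unadjusted p under 0.05, 0 by DESeq2), at a median of -0.09 in Sen (2 lower when adjusted over the list alone, adjusted p = 0.734 from camera). The calls of smo and cos ended without WT replicate 1 or Sen replicate 1 or 3 (adjusted p up to 0.130) and WT replicate 1 (0.113), respectively. Chaperones and the unfolded protein response lost the camera call in Sen without Sen replicate 2 (adjusted p = 0.108).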

Overall, OKSM expression upregulated misfolded protein response and Toll signaling, while downregulating Insulin secretion and protein translation, whereas Sen expression activated Wnt and Hedgehog signaling and downregulated Toll and mTOR pathways.

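Cyp4d1, a cytochrome P450 gene, was lower than WT in OKSM, Sen and OKSM-Sen of both models. Cyp9f3, another gene of that family, was lower in OKSM of both, with a log2 fold change of -1.53 (SE 0.20, adjusted p = 0.00107) in the ISC model from edgeR's quasi-likelihood test. Of the 9196 genes tested in both, OKSM raised 30 in both models, against 8.71 for independent lists, and lowered 37, against 7.38 (one-sided Fisher's exact tests, p = 1.71e-11 and 3.63e-21). Sen raised 45 against 21.4 and lowered 27 against 19.7 (p = 2.06e-07 and 0.0473, exact tests). But under Sen 39 genes were lower in the ubiquitous and higher in the ISC model, more than the 27 lowered in both, and 10 were the other way. Since 1682 genes were higher and 1691 lower in Sen of the ISC model, the ubiquitous falls met rises there at least as often. Overlaps in opposite directions were not tested. OKSM-Sen raised 39 against 9.06 and lowered 32 against 6.51 (p = 7.28e-19 and 4.03e-17, exact tests). All these exact tests treat genes as independent, which genes regulated together are not. The models have separate control libraries, so that these overlaps share no libraries. They do share the UAS stocks, which were crossed to both drivers. A difference of genetic background from the UAS-TdTomato stock can therefore recur in both models and cannot be told apart here. Over all genes tested in both, across genes, which are not independent replicates, the fold changes of the models correlated at r = 0.171 for OKSM, -0.201 for Sen and 0.170 for OKSM-Sen.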

Next, we compared the sets of differentially expressed genes identified in both models to determine if there was also a shared core transcriptional program was altered in both systems. Overall, 812 genes were differentially expressed in both models (Figure 3E, *p* < 1 × 10^−6^), with these genes being enriched for DNA replication, regulation of epithelial cell migration, mitosis, inflammation, various metabolic processes and specific developmental signaling pathways (Figure 3F). 

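Pvf1 (FBgn0030964), a PDGF- and VEGF-related growth factor gene, was among the genes that differed in both models. In Sen its log2 fold change was -1.59 (SE 0.32, adjusted p = 0.0550) in the ubiquitous and 1.44 (SE 0.23, adjusted p = 0.00148) in the ISC model from edgeR's quasi-likelihood test. spi (spitz), a ligand of the EGF receptor, changed by -0.46 (SE 0.11, adjusted p = 0.0901) in Sen of the ubiquitous model, and Ilp3, an insulin-like peptide gene, by 2.01 on the log2 scale (SE 0.40, adjusted p = 0.00482) in Sen of the ISC model, in the same test. Of 12 secreted senescence-associated and growth factor genes, 2 were lower in Sen of the ubiquitous model (6 lower when adjusted over the list alone), at a median of -0.71 (adjusted p = 0.000123 from camera, adjusted p = 0.463 with an estimated correlation). In the ISC model, 7 rose in OKSM, 7 in Sen and 7 in OKSM-Sen, and none fell by edgeR (0, 0 and 1 lower at an unadjusted p under 0.05, 0, 0 and 1 by DESeq2). The numbers that rose and fell were 8 and 0 in OKSM, 9 and 0 in Sen, and 9 and 1 in OKSM-Sen when adjusted over the list alone. Their medians were 0.73, 0.91 and 0.89 (adjusted p = 0.00168, 0.000171 and 0.000486 from camera, adjusted p = 0.482, 0.272 and 0.276 with an estimated correlation). Over all constructs, 157 genes differed in both models among 9196 tested in both, of 233 and 3299 that differed in each, against 83.59 for independent lists (odds ratio 3.83, one-sided Fisher's exact test, p = 4.41e-23). This exact test too treats genes as independent. The count of shared genes was 98 without ubiquitous OKSM replicate 2, 101 without ubiquitous Sen replicate 2, 102 without ubiquitous OKSM-Sen replicate 2 and 92 without ubiquitous OKSM-Sen replicate 3. The calls of Pvf1 and spi in the ubiquitous model ended without WT replicate 1 or 2 or Sen replicate 2 or 3 (adjusted p up to 0.272) and WT replicate 1 or 2, OKSM replicate 1, 2 or 3, Sen replicate 2 or 3 or OKSM-Sen replicate 1, 2 or 3 (0.282), respectively. In the ubiquitous model, spi was not called without a filter on low counts (adjusted p = 0.138 from edgeR) or with RLE size factors (0.101).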

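Of the 157 genes that differed in both models, 125 had the same sign of fold change in OKSM of both models, 95 in Sen and 136 in OKSM-Sen. Over all 9196 genes tested in both, the sign was the same for 59.9% in OKSM, 42.6% in Sen and 61.9% in OKSM-Sen, against 79.6%, 60.5% and 86.6% of the 157. Of the genes called against WT in both models, 67 moved alike and 4 oppositely in OKSM, 72 and 49 in Sen, and 71 and 2 in OKSM-Sen. Among those opposite in Sen, 39 were lower in the ubiquitous and higher in the ISC model. The test of the difference itself, ISC minus ubiquitous log2 fold change, gave ribosomal protein genes a median of -0.55 (71 lower of 86, 80 lower when adjusted over the list alone, adjusted p = 1.24e-15 from camera, adjusted p = 0.751 with an estimated correlation) in Sen. Digestive serine proteases had -0.95 (2 higher and 9 lower of 31, 2 higher and 10 lower when adjusted over the list alone, adjusted p = 0.0109 from camera, adjusted p = 0.792 with an estimated correlation) and visceral muscle markers 0.98 (5 higher of 17, 6 higher when adjusted over the list alone, adjusted p = 0.00309 from camera, adjusted p = 0.784 with an estimated correlation). In OKSM the median difference of the ribosomal protein genes was -0.40 (8 lower of 86, 1 higher and 59 lower when adjusted over the list alone, adjusted p = 1.9e-16 from camera, adjusted p = 0.731 with an estimated correlation), and in OKSM-Sen -0.50 (11 lower of 86, 78 lower when adjusted over the list alone, adjusted p = 1.21e-34 from camera, adjusted p = 0.844 with an estimated correlation). Glutathione metabolism had 0.62 (4 higher of 34, 14 higher and 3 lower when adjusted over the list alone, adjusted p = 1.08e-05 from camera, adjusted p = 0.731 with an estimated correlation) in OKSM and 0.54 (3 higher of 34, 15 higher and 1 lower when adjusted over the list alone, adjusted p = 2.53e-07 from camera, adjusted p = 0.843 with an estimated correlation) in OKSM-Sen. The camera call of the digestive serine proteases in Sen ended without ubiquitous Sen replicate 3 or ISC WT replicate 3 (adjusted p up to 0.705).

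**Figure D1:**
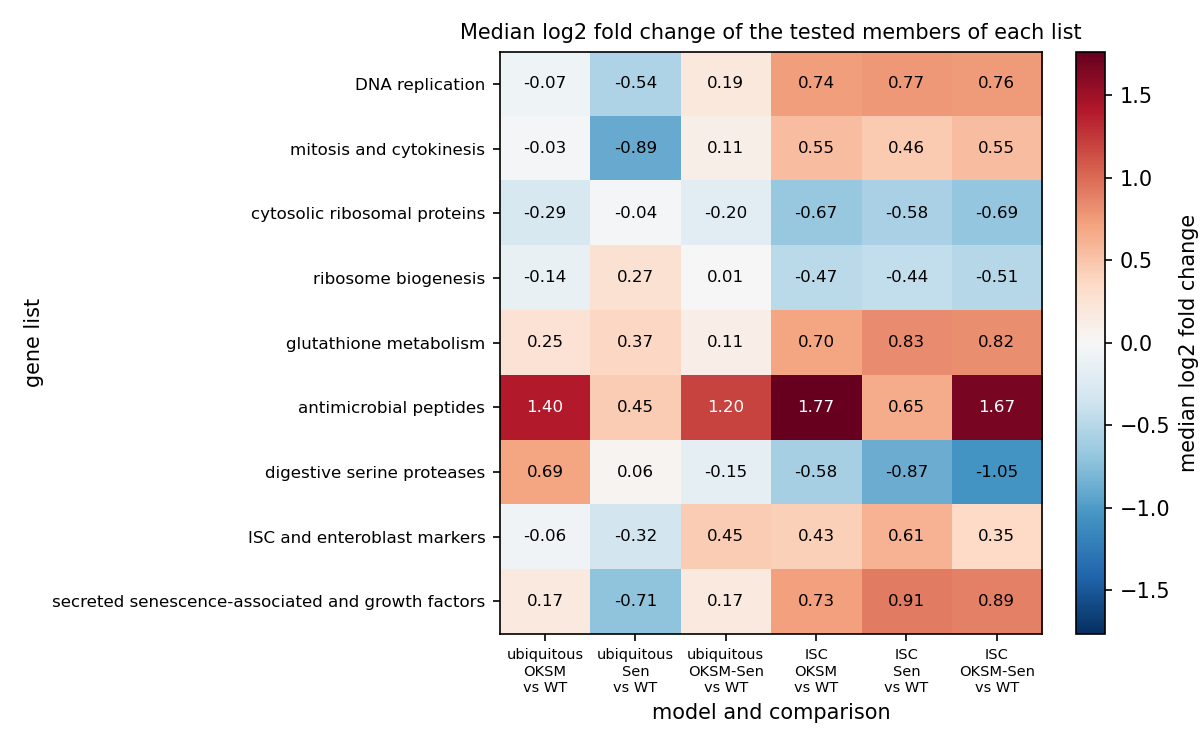
Median log2 fold change over WT of 9 gene lists in each construct and model. Each line is a list, each column a construct of a model, and the color and the printed number give the median over the tested genes. DNA replication genes stand at -0.54 in Sen of the ubiquitous model and at 0.77 in Sen of the ISC model.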

The majority of these genes have similar responses to transgene expression in either model, while some exhibit differences in their response between models.

To evaluate lifespan effects under optimized conditions, we designed two approaches for cycling expression to overcome the continuous expression detriment. We first used a drug induced expression model where the polycistronic OKSM transgene, under the transcriptional control of UAS regulatory sequences, was driven by the Actin-Switch-GAL4 driver activated by RU486 [44]. Flies were placed on fresh food supplemented with the drug weekly leading to periodic, ubiquitous expression. We found that OKSM expression alone resulted in mean lifespan extension in both male and female flies, with female flies showing an increase maximum lifespan as well (Supplementary Figure 2B). The advantage of this system was that flies could be cultured at higher temperatures reducing the overall length of lifespan studies and allowing rapid confirmation of lifespan benefits, however, this system does not allow for more precise control of expression due to drug half-life, consumption, and distribution to all tissues. For this we turned to a temperature sensitive expression system where a ubiquitous GAL4 driver was combined with a ubiquitous, temperature sensitive GAL80 inhibitor. This system allowed us to generate adults with no embryonic expression, and by modulating the temperature of culture, we were able to precisely induce expression in all tissues for defined periods ranging from constant to once per week. For each of these experiments the control cohort expressing a fluorescent protein alone was subjected to the same temperature cycling profile as the experimental strains. Using this approach, we found that continuous expression of OKSM was detrimental (Figure 4C), expression for 24 hours twice per week was mildly beneficial (Figure 4B), and for 12 hours twice per week showed lifespan extension (Figure 4A).

**Figure 4:**
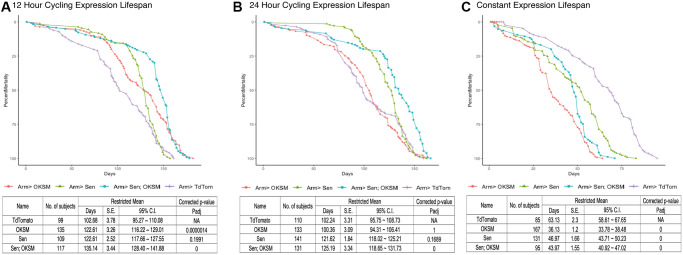
**Cycling OKSM and Sen expression leads to lifespan and health span extension while combined OKSM-Sen expression increases both.** (**A**) Survival curve for armGal4; tubGal80^ts^ > UAS-TdTomato (TdTom), armGal4; tubGal80^ts^ > UAS-OKSM (OKSM), armGal4; tubGal80^ts^ > UAS-Sen (Sen) and armGal4; tubGal80^ts^ > UAS-Sen; UAS-OKSM (Sen; OKSM) where expression was limited to one twelve-hour period twice per week through a temperature shift. At 25°C the temperature sensitive Gal80 protein ceases to inhibit Gal4 from driving expression from UAS enhancers, allowing for a targeted expression window when flies were shifted from 18°C to 25°C. Expression of OKSM, Sen and Sen; OKSM in adult female flies resulted in increased lifespan as compared to control flies (TdTom). Mean and maximum lifespans are shown along with corrected *p*-values. (**B**) Survival curve for the same experiment but with 24 hours of expression twice per week induced by a temperature shift of 18°C to 25°C. There were similar benefits of expression but reduced compared to the 12-hour expression experiment. Mean and maximum lifespans are shown along with corrected *p*-values. (**C**) Survival curve for flies expressing OKSM, Sen and Sen; OKSM but maintained at 25°C throughout their lifespans. The overall lifespans are shorter due to the higher temperature, but in addition all three experimental conditions show detriments to both mean and maximum lifespans. Mean and maximum lifespans are shown along with corrected *p*-values. A *P*-value of 0 reflects *P* < 1.0 * 10^−10^.

We carried out similar optimization experiments for the senolytic peptide (Sen) alone and found that, in terms of median lifespan, continuous expression was also detrimental while expression for either 24 or 12 hours twice per week resulted in significant lifespan extension (Figure 4). Having established conditions under which each individual intervention was beneficial, we then tested whether simultaneous removal of senescent cells (Sen) and cellular reprogramming (OKSM) would result in additive or synergistic benefits in aging flies. The combined intervention again was detrimental when expression of Sen and OKSM was induced continuously, but extended both maximum lifespan and median lifespan when expressed for 24 hours twice per week (Figure 4). Most striking was the significant mean and maximum lifespan extension noted in flies with OKSM and Sen expressed together for 12 hours twice per week (Figure 4A).

We reasoned that longer-lived flies should maintain stem cell pools for longer due to stem cell rejuvenation through OKSM expression. To test this hypothesis, we examined the midguts from flies expressing the various transgenes over a time course of 28 days using cycling expression of 12 hours twice per week. As these flies were expressing the factors ubiquitously, we could not use the esg>GFP marker for ISCs and instead used an endogenously GFP-tagged allele of the Wnt responsive *β-catenin* gene [38]. ISCs show higher levels of cytoplasmic β-catenin protein making them readily identifiable, but in addition other cell types in the epithelium show junctional β-catenin [45]. We visualized ISCs in gastric epithelia of flies with cycling expression of OKSM, Sen or both at four weeks (Figure 5A–5D), eight weeks (Figure 5G–5J), and twelve weeks (Figure 5M–5P). We observed and quantified a higher number of ISCs in flies when OKSM was expressed (Figure 5E, 5F, 5K, 5L, 5Q, 5R). These findings were not consistent with a loss of stem cells in aging organisms, but rather may reflect the loss of stem cell functionality that comes with accumulated damage [46].

**Figure 5:**
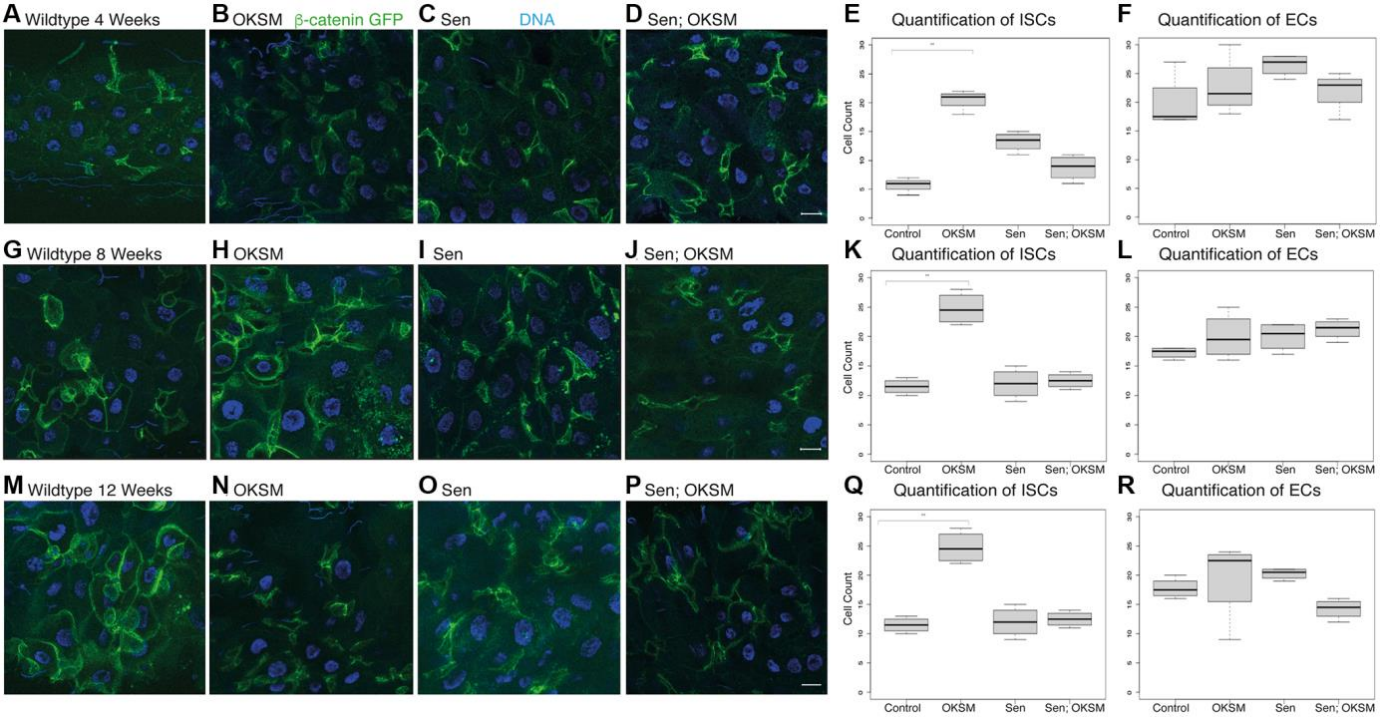
**Cycling OKSM expression maintains a larger pool of intestinal stem cells over time.** We visualized and quantified stem cells using β-catenin-GFP (arm^GFSTF^) which appeared enriched in ISCs. Flies cycled expression through temperature shifts from 18° to 25° for twelve hours twice per week. (**A**) arm^GFSTF^; armGal4; tubGal80^ts^ > UAS-TdTomato control flies showed a small number of stem cells and few enteroblasts after four weeks. Expression of OKSM (**B**), Sen (**C**) or both Sen and OKSM (**D**) led to an increase in both ISCs with the highest number of ISCs observed in the OKSM condition as quantified (**E**, **F**). After eight weeks, the number of ISCs in the OKSM condition was much higher in the OKSM flies as compared to wildtype (**G**, **H**) and Sen (**I**) or Sen; OKSM (**J**) quantified (**K**, **L**). At twelve weeks, OKSM flies maintained high numbers of stem cells while the other conditions (**M**–**P**) showed fewer as quantified (**Q**, **R**).

Our observations for periodic expression of Sen were consistent with data from mice subjected to senolytic interventions. Sen flies experience a substantial increase in mean but not in maximum lifespan, indicating compression of mortality with excess late deaths compensating for protective effects earlier in life. The same is not true for OKSM flies which experience a statistically significant maximum lifespan extension with both 24 h and 12 h induction. Strikingly, simultaneous application of Sen and OKSM, especially for 12 h induction, result in a mortality trajectory that combines beneficial features of both individual interventions and result in mean and maximum lifespan extension benefit that exceed either. To further investigate this interaction, we performed a quantitative analysis of age-dependent mortality.

Biological aging is defined by an exponential increase in mortality rate over time. Mathematically, this is expressed by the Gompertz–Makeham law of mortality [47]:

Mort=A×exp (ln(2)/MRDT×age)+B  (Eq. 1)

Where A is the initial mortality rate in young animals, B is the age-independent mortality and MRDT is a characteristic time interval over which age-dependent mortality doubles. To quantitatively compare the impact of each single intervention and of the combined intervention on age-dependent mortality, we followed an approach recently described by Axel Kowald and Tom Kirkwood, fitting Gompertz–Makeham survival functions to our experimental survival data [48]. This fit yielded estimates for the initial mortality A and the MRDT parameters of flies (Supplementary Table 3). All fits resulted in a good agreement between experimental data and the Gompertz curve, with a mean residual standard error of 0.03 (3% survival) across all conditions (Figure 6B, 6D, 6F, Supplementary Table 3). Mortality trajectories were then visualized by plotting the logarithm of mortality against age (Figure 6A, 6C, 6E). In this graph the initial mortality A is the intercept of the mortality trajectory at time zero while the slope of the line is proportional to the inverse of the MRDT. Sen-driven lifespan extension showed a substantial decrease in early mortality A, relative to control. However, this decrease was associated with a significant penalty in the form of age-acceleration (decreased MRDT). For the 12 h induction, early mortality decreases almost 100-fold while MRDT decreases from 22.7 days to 7.9 days (*p* < 0.05). In other words, while initial mortality is substantially lower following Sen treatment, the treated flies age approximately 3 times faster than WT. This pattern was consistent with previously described mouse data and explains why Sen treatment results in mortality compression with increased mean but not maximum lifespan. By contrast, the impact of OKSM induction on initial mortality and MRDT was much smaller. OKSM induction for 24 h and 12 h significantly reduced initial mortality A by 46% and 30%, (*p* < 0.05), respectively (Supplementary Table 3). While OKSM was also associated with a slight age acceleration penalty in terms of MRDT, this effect was much smaller than for Sen. For 12 h OKSM induction, MRDT only decreased from 22.7 days to 19.6 days (*p* < 0.05); a 15.8% increase in aging rate. The result of this change can be seen when plotting log mortality as a function of age (Figure 6C, 6E). OKSM mortality was shifted downwards relative to control but ran nearly parallel to control mortality, meaning that age-dependent mortality for 12 h OKSM animals remained lower than for WT at later ages. This pattern explains why OKSM impacted maximum lifespan and was not associated with mortality compression.

**Figure 6:**
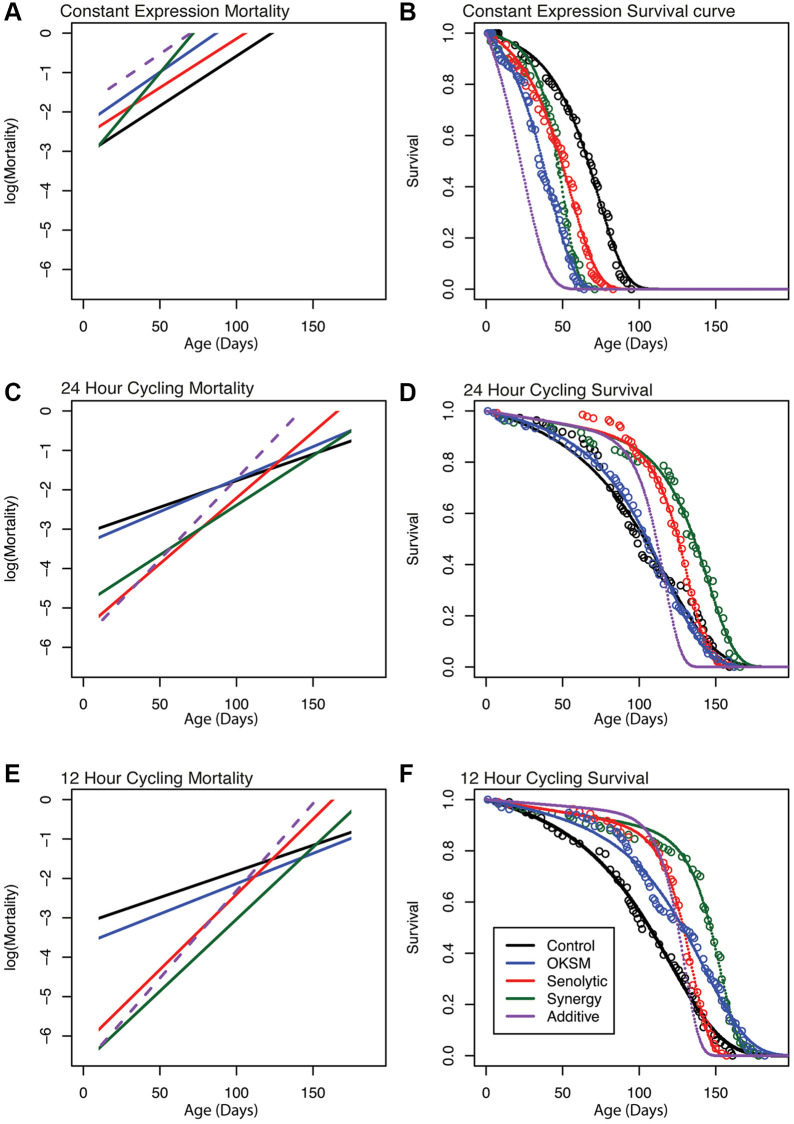
**Gompertz–Makeham mortality and survival analysis demonstrates decreased early mortality with compensating increased aging rate in Sen and OKSM interventions.** Survival data for each intervention are shown together with the best-fit survival curve on the right and the corresponding mortality trajectories are shown on the left. Initial log(Mortality) parameter (**A**) can be read as the intersection between mortality curve and y-axis at age zero. The slope of the mortality curve is proportional to 1/MRDT. The dashed purple line illustrates hypothetical mortality trajectory assuming additivity of effects elicited by OKSM and Sen. (**A**, **B**) Mortality trajectories and survival curve for cohorts with continuous induction of OKSM, Sen or OKSM+Sen and controls. (**C**, **D**) Mortality trajectories and survival curve for cohorts with induction of OKSM, Sen or OKSM+Sen for 24 h every three days and matched controls. (**E**, **F**) Mortality trajectories and survival curve for cohorts with induction of OKSM, Sen or OKSM+Sen for 12 h every three days and matched controls. Note that flies subject to continuous induction (Panels **A** and **B**) are permanently kept at 25°C and are therefore aging more rapidly than flies cultured at 18°C and induced for only for short periods. The slope of the mortality trajectory of controls in A is therefore approximately two times as larger, compared to that of controls in panels **C** and **E**. For exact MRDT and A parameter values and associated confidence intervals see: (Supplementary Table 2).

OKSM-Sen flies with 24 h of induction experienced a significant reduction in the age-acceleration penalty (*p* < 0.05) relative to 24 h Sen-only flies (Figure 6C, Supplementary Table 3). OKSM-Sen flies with 12 h induction also showed this trend, but the difference was not statistically significant (Figure 6E, Supplementary Table 3). In contrast, the initial mortality A was decreased by over 330-fold in 12 h OKSM-Sen compared to WT. This means that initial mortality rate was significantly lower in OKSM-Sen than even in Sen-only animals (*p* < 0.05), suggesting that adding OKSM to Sen partially rescued the age-acceleration penalty while further augmenting Sen benefits in terms of early mortality. The resulting survival trajectories consequently show both mean and maximum lifespan extension, with mortality compression occurring only late in life, after approximately day 150 when the mortality of OKSM-Sen crosses that of controls. Mortality compression therefore only becomes apparent after most WT animals have already died.

When investigating the interaction between Sen and OKSM treatments, it is useful to compare observed effects to a hypothetical survival and mortality trajectory constructed by assuming that the two interventions act independently (see materials and methods for details). Comparing the OKSM-Sen group to this hypothetical cohort (purple dashed lines in Figure 6) revealed that the actual, observed effects cannot be explained without a direct interaction between Sen and OKSM in terms of aging rate. On their own, both interventions accelerate aging rate (decrease MRDT) but lower early mortality. However, when combined, these interventions result in a reduction, rather than further increase, in the age-acceleration penalty while further augmenting early mortality benefits. This synergistic interaction between OKSM and Sen is the reason why the combined treatment improves both maximum and median lifespan more significantly than either of the two interventions alone. Mechanistically, these data imply a direct interaction between partial reprogramming via OKSM and the Sen-driven senescent cell apoptosis. Indeed, this is what we observed on the cellular level, as expression of Sen impacted the number of stem cells directly (Figure 1) even without OKSM expression.

## DISCUSSION

Here we show that it is possible to extend both the mean and maximum lifespans by combining strategies targeting two different ageing mechanisms related to cell fate. Pulsed expression of the four Yamanaka transcription factors to rejuvenate cells combined with a Senolytic factor kept flies healthier and extended their lives. To the best of our knowledge, this is the first study to show lifespan extension in an otherwise normal animal through the expression of Yamanaka factors. Although not tested in our study, reprogramming leads to a change in DNA methylation and other epigenetic markers leading to a more youthful gene expression signature [16]. The periodic removal of senescent cells leads to fewer chemotoxic molecules being produced and in rejuvenation of organs [22]. Both interventions are rejuvenating in the sense that they reverse cellular tissue composition towards a more youthful state (fewer senescent cells, preserved stem cell pools). The substantial reduction in initial mortality following both interventions is consistent with this mechanism. Here we report that these two interventions are more closely related than previously appreciated.

It is important to note that in this study we used the mammalian versions of OKSM and based the Sen fragment on the published mammalian interaction domain. We did not use the *Drosophila* homologs of OKSM, but rather showed that at least some functionality is conserved from flies to mammals. The same is true for the Sen peptide, which may function through a different mechanism in *Drosophila* than that proposed for mammals due to the differences in p53 function and FoxO/p53 interactions between the species [49]. Here we focused on the conserved aspects affecting lifespan, rather than the possible differences in mechanism.

Senescent cells show persistent activation of the mTOR pathway, a state that promotes secretion of a wide range of signaling molecules, including proinflammatory cytokines [50–52]. As these molecules are secreted, they have the potential to impact neighboring or distant cells increasing the number of senescent cells, impairing tissue homeostasis [53, 54]. 

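upd3 (FBgn0053542, chromosome X from 18277233 to 18284596 in the BDGP6.54 annotation), the cytokine gene of the JAK/STAT pathway, stood at 9.91 ± 3.34 CPM in WT, 10.7 ± 7.84 in OKSM, 2.51 ± 0.960 in Sen and 12.9 ± 5.28 in OKSM-Sen (SD, n = 3, and 2 for Sen) in the ubiquitous model. Its log2 fold change in Sen was -1.98 (SE 0.62, adjusted p = 0.195) from edgeR's quasi-likelihood test, so that it did not pass an FDR of 10% there, and adjusted p = 0.0131 from DESeq2. Shrunken by DESeq2, a setting chosen after the values were seen, it was -0.81 (SE 0.29, adjusted p = 0.0796). Of the ligands of the TGF-beta family, dpp was at -0.62 (SE 0.24, adjusted p = 0.285), gbb at -0.54 (SE 0.22, adjusted p = 0.295), Actbeta at -0.50 (SE 0.51, adjusted p = 0.715), mav at -0.50 (SE 0.51, adjusted p = 0.715) and daw at 1.35 (SE 0.68, adjusted p = 0.422) as log2 fold changes in the same test, so that none of them passed. myo was at 53.0 ± 4.04 CPM in Sen and 53.7 ± 6.28 in WT. Of 16 TGF-beta and BMP signaling genes, edgeR called none in Sen (2 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone), at a median of -0.08 (adjusted p = 0.545 from camera). In the ISC model upd3 stood at 3.45 ± 0.131 CPM in WT, 17.7 ± 6.07 in OKSM, 27.0 ± 5.56 in Sen and 23.4 ± 7.96 in OKSM-Sen (SD, n = 3 in each group), and Sen raised it, with a log2 fold change of 2.97 (SE 0.32, adjusted p = 0.000311) in that test. The genes of the list in the ISC model included tkv, a BMP receptor gene, which fell in OKSM with a log2 change of -0.51 (SE 0.11, adjusted p = 0.00974), while of 16 genes 0 (2 at an unadjusted p under 0.05, 0 by DESeq2) rose in OKSM, 2 in Sen and 1 in OKSM-Sen and 3, 2 and 2 fell (when adjusted over the list alone, 0 rose and 3 fell in OKSM, 1 and 2 in Sen, and 1 and 2 in OKSM-Sen, adjusted p = 0.345, 0.923 and 0.391 from camera).

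**Figure D2:**
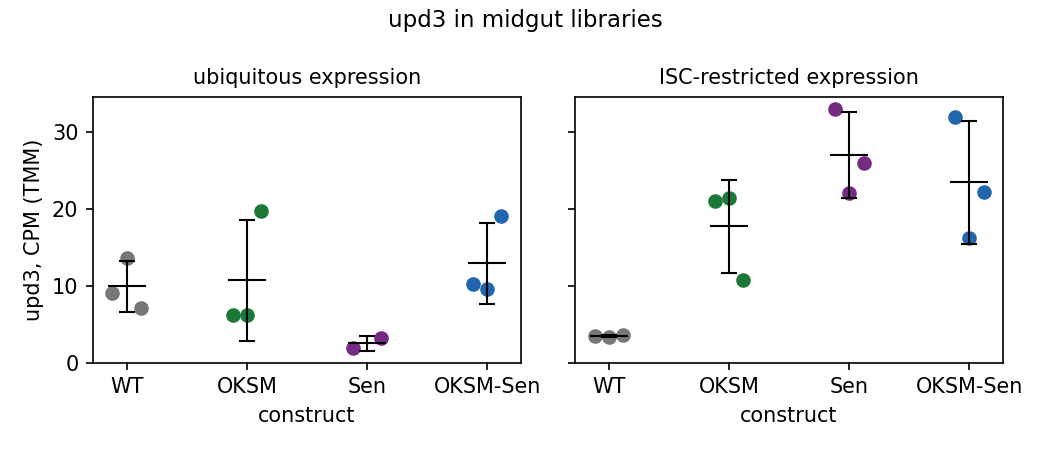
CPM of upd3 in each library of the ubiquitous and ISC-restricted expression models, after TMM normalization. Points are libraries, bars show the mean and the SD, and the Sen group of the ubiquitous model holds 2 libraries. The Sen libraries of the ISC model lie between 22.1 and 33.0 CPM, all above the WT libraries, which reach 3.55 CPM.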

In the ubiquitous expression model, we found that expression of the Senolytic peptide led to a decrease in *Tgf*β (−0.51 log_2_ Fold decrease, FDR = 7.51 × 10^−2^) and the cytokine *upd3* (−1.0 log_2_ Fold decrease, FDR = 2.91 × 10^−4^) compared to Control (Supplementary Figure 4). Upd3 activates Jak/Stat signaling often related to stem cell activation upon injury leading to asymmetric divisions and lower numbers of stem cells [55, 56]. Tgfβ is upstream of *upd3* and involved in promoting senescence [57–59]. SASP-mediated activation of cytokines and mTOR therefore directly link age-dependent accumulation of senescent cells to accelerated loss of stem cells and declining capacity for repair and tissue regeneration. This mechanism suggests a model by which removal of senescent cells would promote increased resilience and improved maintenance of stem cell pools, a phenotype we observe in the fly.

The pathways and processes perturbed by expression of OKSM, Sen or Sen-OKSM are associated with those previously identified as been involved in the hallmarks of aging [46]. 

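Among genes of genome maintenance, rad50, of the double-strand break complex, fell in Sen of the ISC model with a log2 fold change of -0.57 (SE 0.15, adjusted p = 0.0160) from edgeR's quasi-likelihood test. Of 21 DNA repair genes, 3 rose in OKSM, 3 in Sen and 3 in OKSM-Sen, and 3, 3 and 2 fell. In OKSM 3 rose and 3 fell when adjusted over the list alone, 3 and 3 in Sen and 2 and 1 in OKSM-Sen, at medians of 0.09, 0.06 and 0.21 (adjusted p = 0.800, 0.761 and 0.487 from camera). In the ubiquitous model edgeR called none of 21 in Sen (2 lower at an unadjusted p under 0.05, 1 lower by DESeq2, 1 lower when adjusted over the list alone, adjusted p = 0.763 from camera). dome, the receptor of the upd cytokines, rose in Sen of the ISC model by 0.46 on the log2 scale (SE 0.09, adjusted p = 0.00316) in the same test. Of 9 JAK/STAT signaling genes there, 4 rose in OKSM, 3 in Sen and 3 in OKSM-Sen, and edgeR called none lower (1, 0 and 0 at an unadjusted p under 0.05, 0, 0 and 0 by DESeq2). Adjusted over the list alone, 4 rose and 1 fell in OKSM, 3 and 0 in Sen, and 4 and 0 in OKSM-Sen, at medians of 0.27, 0.26 and 0.24 (adjusted p = 0.142, 0.0654 and 0.0770 from camera, and with an estimated correlation adjusted p = 0.568 for Sen and adjusted p = 0.518 for OKSM-Sen). In Sen of the ubiquitous model the median of that list was -0.24 (adjusted p = 0.0130 from camera, adjusted p = 0.463 with an estimated correlation), with none called by edgeR (3 lower at an unadjusted p under 0.05, 3 lower by DESeq2, 3 lower when adjusted over the list alone). wts (warts), a kinase gene of the Hippo pathway, fell in OKSM of the ISC model with a log2 change of -0.35 (SE 0.10, adjusted p = 0.0247). Of 12 Hippo signaling genes, 0 (0 at an unadjusted p under 0.05, 0 by DESeq2) rose in OKSM, 1 in Sen and 0 (1 at an unadjusted p under 0.05, 0 by DESeq2) in OKSM-Sen, and 2, 1 and 1 fell. The numbers that rose and fell were 0 and 2 in OKSM, 0 and 1 in Sen, and 0 and 0 in OKSM-Sen when adjusted over the list alone, at medians of -0.13, 0.08 and -0.02 (adjusted p = 0.265, 0.976 and 0.688 from camera). In Sen of the ubiquitous model edgeR called none (3 lower at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.246 from camera). For JAK/STAT signaling, the camera call in the ISC model ended in Sen without WT replicate 3 or Sen replicate 2 or 3 (adjusted p up to 0.167) and in OKSM-Sen without WT replicate 3 or OKSM-Sen replicate 3 (adjusted p up to 0.194), and in Sen of the ubiquitous model without Sen replicate 2 (adjusted p = 0.171).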

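Dark (FBgn0263864), the Apaf-1 homolog that activates caspases, rose in Sen of the ISC model by a log2 fold change of 0.73 (SE 0.13, adjusted p = 0.00203) from edgeR's quasi-likelihood test. The caspase genes Decay and Strica rose by 0.53 on the log2 scale (SE 0.08, adjusted p = 0.00106) and 0.69 (SE 0.10, adjusted p = 0.000818) in the same test, and Dcp-1, an effector caspase gene, fell in OKSM with a log2 change of -0.79 (SE 0.12, adjusted p = 0.00185). p53 stood at 12.7 ± 0.879 CPM in WT, 23.1 ± 4.14 in OKSM, 27.3 ± 2.53 in Sen and 28.5 ± 5.47 in OKSM-Sen (SD, n = 3 in each group), with log2 fold changes of 0.87, 1.11 and 1.17 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00419, 0.000834 and 0.00119 from that test). foxo stood at 163 ± 24.8 CPM in WT, 80.6 ± 4.34 in OKSM, 83.2 ± 14.8 in Sen and 90.1 ± 1.18 in OKSM-Sen, and fell in Sen with a log2 change of -0.97 (SE 0.14, adjusted p = 0.000756). Of 18 apoptosis and p53 genes, 4 rose in OKSM, 8 in Sen and 6 in OKSM-Sen, and 1, 2 and 2 fell. When adjusted over the list alone, 4 rose and 1 fell in OKSM, 8 and 2 in Sen, and 6 and 2 in OKSM-Sen, at medians of 0.15, 0.47 and 0.18 (adjusted p = 0.468, 0.0158 and 0.215 from camera, adjusted p = 0.294 with an estimated correlation for Sen). In the ubiquitous model edgeR called none of 19 in Sen (3 lower at an unadjusted p under 0.05, 2 lower by DESeq2, 3 lower when adjusted over the list alone, adjusted p = 0.193 from camera), and p53 was at 0.08 (SE 0.23, adjusted p = 0.917) as a log2 fold change. Sox100B, a transcription factor of midgut progenitors, rose in OKSM of the ISC model by 1.13 (SE 0.22, adjusted p = 0.00589). Of 9 markers of ISCs and enteroblasts, 4 rose and 1 fell in OKSM there (4 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0738 from camera, adjusted p = 0.546 with an estimated correlation). This camera call of the ISC and enteroblast markers ended without WT replicate 3, OKSM replicate 1 or OKSM-Sen replicate 1 or 2 (adjusted p up to 0.194).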

The genes affected by expression of Sen reflect those that would be expected to be altered by disrupting FOXO: p53 interactions, i.e. apoptosis, whereas those altered by expression of OKSM include genes involved in ISC function and homeostasis. 

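GstD9, Ttd14 and CG10559 in the ISC model, and hang and Takl1 in the ubiquitous model, responded to OKSM-Sen otherwise than the sum of the log2 fold changes of OKSM and Sen. The interaction was -4.23 (SE 0.25, adjusted p = 2.54e-05) for GstD9, 1.41 (SE 0.11, adjusted p = 0.000114) for Ttd14 and -3.48 (SE 0.25, adjusted p = 6.76e-05) for CG10559 from edgeR's quasi-likelihood test. It was -2.02 (SE 0.17, adjusted p = 0.00199) for hang, a zinc finger gene, and 1.57 (SE 0.17, adjusted p = 0.0109) for Takl1, a kinase gene, in the same test. In the ISC model 990 genes were above and 1065 below the sum, and in the ubiquitous model 47 and 55. An equal difference of all 3 constructs from WT gives by itself an interaction of the opposite sign. In the ISC model 1739 genes differed from WT in the same direction under all 3 constructs. OKSM-Sen was apart from OKSM in 63 genes there and from Sen in 52. The interaction counts are thus not counts of genes that answered to the combination. Between OKSM and Sen in the ISC model, 1142 genes rose in both and 991 fell in both, against 294 and 257 for independent lists (r = 0.723, and 0.494 in simulated unchanged groups with simulated controls in common, with a covariance of 0.484 against 0.075). For Sen and OKSM-Sen, 1153 genes rose in both and 1003 fell in both, against 268 and 227 for independent lists (r = 0.832, and 0.493 in simulated unchanged groups with simulated controls in common, with a covariance of 0.502 against 0.075). In the ubiquitous model, 24 genes rose in both and 18 fell in both, against 0.676 and 0.626 for independent lists for OKSM and Sen (r = 0.485, and 0.434 in simulated unchanged groups with simulated controls in common, with a covariance of 0.238 against 0.095). The sign was the same for 81.4% of the genes in the first of these pairs, 83.8% in the second and 63.9% in the third, against 66.6%, 66.6% and 64.7% in the simulated groups. The 3 WT libraries of a model cannot be split so that each part keeps 2 libraries, so part of each excess can come from the shared controls. The interaction count of the ISC model was 1327 without WT replicate 1 and 1336 without WT replicate 2, and that of the ubiquitous model was 29 without WT replicate 1, 44 without OKSM replicate 1, 22 without OKSM replicate 2, 37 without OKSM replicate 3, 42 without Sen replicate 2, 27 without Sen replicate 3, 39 without OKSM-Sen replicate 1, 14 without OKSM-Sen replicate 2 and 17 without OKSM-Sen replicate 3.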

RNA-seq analysis indicates that the extension of lifespan is the result of two largely distinct transcriptional programs, and is not the result of Sen-OKSM specifically activating or repressing a shared transcriptional pathway. A major class of genes affected were in various metabolic pathways. 

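Mal-A4 (FBgn0033294), a maltase gene, rose in the ISC model on the log2 scale by 2.28, 1.99 and 2.44 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00228, 0.00256 and 0.00172 from edgeR's quasi-likelihood test). Of 21 genes of starch and sucrose metabolism, 7 rose in OKSM, 6 in Sen and 8 in OKSM-Sen, and none fell by edgeR (1, 0 and 0 lower at an unadjusted p under 0.05, 2, 1 and 0 by DESeq2). In OKSM 7 rose and 0 fell when adjusted over the list alone, 6 and 0 in Sen and 8 and 0 in OKSM-Sen, at medians of 0.49, 0.51 and 0.58 (adjusted p = 0.0352, 0.0240 and 0.00237 from camera, adjusted p = 0.577, 0.568 and 0.401 with an estimated correlation). Sms, the spermine synthase gene, rose in OKSM by 1.17 on the log2 scale (SE 0.11, adjusted p = 0.000153), and Oat, which encodes ornithine aminotransferase, in OKSM-Sen by 1.38 (SE 0.25, adjusted p = 0.00393), in the same test. Of 12 genes of arginine and proline metabolism, 5 rose in OKSM, 3 in Sen and 5 in OKSM-Sen (5, 2 and 5 when adjusted over the list alone, adjusted p = 0.132, 0.696 and 0.0182 from camera, adjusted p = 0.276 with an estimated correlation for OKSM-Sen). Jheh1, of the juvenile hormone epoxide hydrolases, fell in OKSM with a log2 change of -0.98 (SE 0.18, adjusted p = 0.00437). Of 10 genes of insect hormone biosynthesis, 5, 7 and 5 fell in OKSM, Sen and OKSM-Sen and 1 rose in each. Adjusted over the list alone, 1 rose and 6 fell in OKSM, 1 and 7 in Sen, and 1 and 6 in OKSM-Sen, at medians of -0.81, -0.85 and -0.63 (adjusted p = 0.0219, 0.0148 and 0.0157 from camera, adjusted p = 0.508, 0.561 and 0.373 with an estimated correlation). The digestive protease genes went both ways, Jon25Biii rising in OKSM by 1.68 (SE 0.23, adjusted p = 0.00119) and thetaTry falling in OKSM-Sen with a log2 change of -2.16 (SE 0.33, adjusted p = 0.00216). Of 31, 6 rose in OKSM, 4 in Sen and 4 in OKSM-Sen, and 8, 12 and 13 fell. The numbers that rose and fell were 7 and 13 in OKSM, 4 and 13 in Sen, and 5 and 16 in OKSM-Sen when adjusted over the list alone, at medians of -0.58, -0.87 and -1.05 (adjusted p = 0.238, 0.0103 and 0.000486 from camera, and with an estimated correlation adjusted p = 0.614 for Sen and adjusted p = 0.518 for OKSM-Sen). Starch and sucrose metabolism lost the camera call in OKSM without OKSM replicate 2 (adjusted p = 0.116) and in Sen without Sen replicate 3 (adjusted p = 0.122).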

Although we have not investigated this here, the metabolic changes resulting from rejuvenation and senolytic treatments will be interesting to consider in future work.

Although OKSM must function through partial reprogramming of cells, the exact mechanism of how this works in adult tissues is not entirely clear [13, 16–18]. We observed changes in Hedgehog signaling recently proposed as a neuroprotective and life extending pathway [60] along with genes associated with cytokinesis and DNA replication. 

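ttv, which encodes an enzyme of heparan sulfate synthesis needed for the spread of Hedgehog, rose in OKSM of the ISC model by a log2 fold change of 0.75 (SE 0.16, adjusted p = 0.00768) from edgeR's quasi-likelihood test. It was the 1 gene called among 14 Hedgehog signaling genes there (1 higher when adjusted over the list alone, adjusted p = 0.726 from camera). In OKSM-Sen 1 rose and 1 fell (1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.588 from camera). In the ubiquitous model edgeR called none of 14 in Sen (2 higher at an unadjusted p under 0.05, 1 higher by DESeq2, 1 higher when adjusted over the list alone, adjusted p = 0.763 from camera), in OKSM (2 higher and 1 lower at an unadjusted p under 0.05, 1 higher by DESeq2, 1 higher when adjusted over the list alone, adjusted p = 0.941 from camera, whose direction was upward) or in OKSM-Sen (1 higher at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.564 from camera). For DNA replication genes, the ISC minus ubiquitous difference of log2 fold changes had a median of 1.47 (23 higher of 41, 26 higher when adjusted over the list alone, adjusted p = 2.18e-12 from camera, adjusted p = 0.228 with an estimated correlation) in Sen, and of 0.87 (6 higher of 41, 17 higher when adjusted over the list alone, adjusted p = 9.67e-10 from camera, adjusted p = 0.731 with an estimated correlation) in OKSM. For mitosis and cytokinesis genes it was 1.49 (25 higher of 44, 27 higher when adjusted over the list alone, adjusted p = 7.54e-12 from camera, adjusted p = 0.228 with an estimated correlation) in Sen.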

Importantly, we observe that OKSM has limited effect on maximum lifespan unless senescent cells are removed suggesting that SASP counteracts the benefits of rejuvenation. Previous studies have shown either OKSM or Sen to be anti-aging, but in both cases the effects did not affect maximum lifespan. In our combinatorial approach, we can now extend both mean and maximum. We have further established that both approaches can be studied in the easily, genetically manipulatable *Drosophila* model. We suggest that reprogramming accomplished through gene therapy, or another method combined with senolytic peptides or drugs could promote both tissue repair and reverse age-related decline.

## MATERIALS AND METHODS

### Molecular cloning of transgenes

The Oct4-2A-KLF4-2A-Sox2-IRES-Myc DNA fragment containing the human iPS factors was obtained from the OKSIM plasmid (OKSIM was a gift from Jose Cibelli, Addgene plasmid # 24603; http://n2t.net/addgene:24603; RRID: Addgene_24603) [61]. Oct4-2A-KLF4-2A-Sox2 were amplified as one fragment with attB1 and att5r-flanked sites and recombined with the pDONR P1-P5r entry vector (Thermo Fisher Scientific). IRES-Myc was amplified with attB5 and attB2-flanked sites and recombined with the pDONR P5-P2 entry vector. MultiSite Gateway^®^ Pro 2.0 recombination (Thermo Fisher Scientific) was used to recombine the 2 donor plasmids into the pUASg.attB.3XHA (A kind gift from J. Bischof and K. Basler, Zurich) [62] vector to obtain the OKSM gene cassette for expression in *Drosophila* [63].

The Senolytic (Sen) construct corresponded to amino acid 86 to 131 of the *Drosophila* Fork Head protein. 

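The gene that encodes Fork head, fkh (FBgn0000659), lies on chromosome 3R from 28580976 to 28585264 on the minus strand in the BDGP6.54 annotation. Its level in the midgut libraries of the ubiquitous model was 80.8 ± 15.6 CPM in WT, 83.8 ± 7.07 in OKSM, 70.1 ± 25.1 in Sen and 88.7 ± 15.5 in OKSM-Sen (SD, n = 3, and 2 for Sen). In the ISC model it was 102 ± 11.0 CPM in WT, 90.9 ± 16.4 in OKSM, 134 ± 21.2 in Sen and 122 ± 34.6 in OKSM-Sen (SD, n = 3 in each group). In Sen its log2 fold change over WT was -0.21 (SE 0.24, adjusted p = 0.756) in the ubiquitous model from edgeR's quasi-likelihood test and 0.39 (SE 0.20, adjusted p = 0.170) in the ISC model from the same test. The eye color gene w (white), whose reads cannot be told here from those of the mini-white markers that transgenes of any of the stocks can carry, had a log2 fold change in Sen of 2.12 (SE 0.78, adjusted p = 0.270) in the ubiquitous and 0.74 (SE 0.16, adjusted p = 0.00578) in the ISC model in that test.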

The Sen construct was synthesized and transferred by Gateway cloning (Thermo Fisher Scientific) into pUASg.attB with C-terminal 3XHA tag (A kind gift from J. Bischof and K. Basler, Zurich) [63].

### Fly crosses and expression of constructs

For *Drosophila*, the transgenes were injected into attP2 (Strain#8622) P[CaryP]attP2 68A4 by BestGene Inc. (CA, USA) [64]. Expression was driven by Actin-Switch-Gal4 [44], escargot-GAL4 [34, 65] and tubulin-GAL80^ts^ [66]. All additional stocks were obtained from the Bloomington Drosophila Stock Center (NIH P40OD018537).

### Fly lines used in this study

Actin5C(-FRT)SwitchGAL4: BDSC 9431 [44]; UAS-Td-Tomato: BDSC 36328 (Joost Schulte and Katharine Sepp); esg-Gal4, UAS-GFP; tub-Gal80^ts^, UAS-dCas9.VPR: BDSC 67069 [34]; arm^GFSTF^ MI08675-GFSTF: BDSC 60651 [38, 67, 68]; armGal4; tub-GAL80^ts^: BDSC 86327 [66]; UAS-OKSM; UAS-Sen (This study).

Fly crosses performed were:

1. Act5CGAL4-Switch x w; UAS-OKSM
2. ActGAL4-Switch x w; UAS-TdTomato
3. esg-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-OKSM
4. esg-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-Sen
5. esg-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-Sen; UAS-OKSM
6. esg-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-TdTomato
7. arm-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-OKSM
8. arm-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-Sen
9. arm-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-Sen; UAS-OKSM
10. arm-Gal4, UAS-GFP; tubGal80^ts^ x w; UAS-TdTomato
11. arm^GSFTF^; arm-Gal4; tubGal80^ts^ x w; UAS-OKSM
12. arm^GSFTF^; arm-Gal4; tubGal80^ts^ x w; UAS-Sen
13. arm^GSFTF^; arm-Gal4; tubGal80^ts^ x w; UAS-Sen; UAS-OKSM
14. arm^GSFTF^; arm-Gal4; tubGal80^ts^ x w; UAS-TdTomato

### Animal husbandry

*Drosophila* were maintained at standard humidity and temperature (25°C) with food containing 6 g Bacto agar, 114 g glucose, 56 g cornmeal, 25 g Brewer’s yeast and 20 ml of 10% Nipagin in 1L final volume as previously described [69].

### Gut preparations

Adult fly midguts were dissected in 200 μl of 1× PBS in a PYREX™ Spot Plates concave glass dish (FisherScientific). The midguts were rinsed with PBS and stained with 10 mg/ml Hoechst 33342 diluted 200 times in 1X PBS for 1min. Subsequently, the guts were carefully transferred onto a small droplet of 1× PBS on a 35 mm glass bottom dish. Using fine forceps, the gut was repositioned to resemble its natural orientation. PBS was then removed from the area surrounding the gut, leaving a small amount of excess PBS to hold the gut in place and prevent desiccation. The 3 mm glass bottom dish was then mounted onto the Zeiss LSM800 (Carl Zeiss AG, Germany) for imaging. For each construct, midguts from at least 3 flies were dissected and imaged at the 25% percentile from the anterior midgut [45]. The SA-β-gal activity was visualized using a Senescent Cells Staining Kit (CellEvent™ Senescence Green Detection Kit, C10850, Invitrogen).

### Fluorescence microscopy

Images were acquired on the Zeiss LSM 800 (Carl Zeiss, Germany) using the Plan-Apochromat 63X/1.4 Oil DIC M27 objective, 3% laser power for 488nm and 3% laser power for 405 nm. Images were processed using the ZEN 2014 SP1 software (Carl Zeiss, Germany). Figures were made with Adobe Photoshop and Illustrator. Models were created with https://biorender.com.

### Lifespan studies

For each experiment, more than 50 F_1_ flies were cultured at 25°C or 18°C. Flies were counted daily noting the number of dead and censored subjects. Lifespans were scored every day. Flies that failed to respond to taps were scored as dead, and those that were stuck to the food were censored. Lifespan curves and statistical analysis of lifespan studies were performed using OASIS 2 (Online Application for Survival Analysis 2 [70]). For studies using Actin-Switch, flies were moved to fresh vials with food supplemented by 200 μM RU486 (mifepristone) weekly. For studies using the temperature sensitive expression inhibitor tubGal80^ts^ flies were raised in a Torrey Pines IN35 programable incubator where the temperature was automatically cycled from 18°C to 25°C twice per week for either 12 or 24 hours.

### RNA-Seq analysis

RNA-seq was aligned against BDGP6.22 (Ensembl version 97) using STAR v2.7.1a [71], and quantified using RSEM v1.3.1 [72]. Reads mapping to genes annotated as rRNA, snoRNA, or snRNA were removed. Genes which had less than 10 reads mapping on average across all samples were also removed. A differential expression analysis was performed using DESeq2 [73]. The likelihood ratio test (LRT) was used to identify any genes that show change in expression across the different conditions. Pairwise comparisons were performed using a Wald test, with independent filtering. To control for false positives due to multiple comparisons in the genome-wide differential expression analysis, the false discovery rate (FDR) was computed using the Benjamini–Hochberg procedure. The gene level counts were transformed using a regularized log transformation, converted to z-scores, and clustered using partitioning around medoids (PAM), using correlation distance as the distance metric. Gene ontology (GO) and KEGG pathway enrichments for each cluster were performed using EnrichR [74–76]. Terms with an FDR < 10% were defined as significantly enriched.

### Mortality analysis

All analysis of lifespan data and curve fitting was performed using the nls non-linear least square tools in the R programming language. Survival data was imported into R and a survival curve derived from Gompertz–Makeham mortality law was fitted according to [47, 48]. Briefly, survival curves are the integral of (Eq. 1), that is: Survival at a given age can be expressed as exp(A*MRDT/ln(2)*(1-exp(ln(2)*age/MRDT)-B*age). The B term captures death of flies due to age-independent causes such as sticking to food or transfer injury. B was fixed empirically to a low estimate of 0.001 or 0.1% of the total cohort per day. The MRDT and A parameters were then fitted to the empirical survival data using the nls library functions in R. Confidence intervals for the A and MRDT and residual standard errors were generated as part of the non-linear fit. For statistical testing, two parameters were considered statistically significantly different if their 95% confidence intervals did not overlap. The hypothetical mortality and survival statistic for the combination treatments were generated by applying fold changes of both individual interventions to MRDT and A parameters for each separate intervention sequentially.

### Data availability

RNA-seq data from this study has been deposited to GEO (GSE201338).

### Code availability

All code necessary to recreate the results from the analysis presented is available from: https://github.com/harmstonlab/OKSM_Senolytic.

## Supplementary Materials

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

# Supplementary material for: Combining stem cell rejuvenation and senescence targeting to synergistically extend lifespan
**Source:** Aging (Albany NY). 2022 Oct 25;14(20):8270–91. doi: 10.18632/aging.204347
**Supplement:** Supplementary Table 3

SUPPLEMENTARY TABLE

Supplementary Table 3. Fitting parameters and statistics from Gompertz–Makeham mortality and survival analysis.

Induction: Continuous	MRDT			A0			RSE	df
	low95	med	high95	low95	med	high95		
Control	11.3	11.9	12.6	81.2	100	118.9	0.026	45
OKSM	10.4	11.2	12.1	511.1	595.4	679.6	0.033	48
Senolytic	11.3	12.1	13	254.7	303.5	352.4	0.032	48
Synergy	5.9	6.5	7.2	34.5	61.4	88.2	0.042	35
Additive	9.9	11.4	13.2	1301.7	1807.1	2394.9	NA	NA
Induction: 24 h	MRDT			A0			RSE	df
	low95	med	high95	low95	med	high95		
Control	20.5	22.4	24.6	76.2	100	123.9	0.04568	52
OKSM	17.6	18.3	19	46.8	54	61.3	0.0199	54
Senolytic	8.5	9	9.5	0.2	0.4	0.6	0.0251	43
Synergy	11.1	12	13	0.7	1.6	2.5	0.0339	44
Additive	6.7	7.4	8.1	0.1	0.1	0.3	NA	NA
Induction: 12 h	MRDT			A0			RSE	df
	low95	med	high95	low95	med	high95		
Control	21.6	22.7	24	85.9	100	114.1	0.0246	50
OKSM	18.6	19.6	20.7	23.3	29.9	36.4	0.0336	64
Senolytic	7.5	7.9	8.3	0.04	0.1	0.1	0.0214	35
Synergy	7.7	8.2	8.9	0.002	0.03	0.06	0.0291	45
Additive	6.1	6.8	7.6	0.009	0.02	0.047	NA	NA

Best fit value and 95% confidence interval are listed for each parameter. Mortality rate doubling time is given in days and rounded to one decimal place. Initial mortality parameter A is normalized to that of the relevant control cohort (WT flies subjected to the same induction condition). All A parameter values are expressed in percent of this control.

How the deposited data were processed for this re-analysis (not part of the article)

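RNA from midguts of flies that expressed OKSM, Sen or both, or a fluorescent protein as WT control, was sequenced in 23 libraries. Of these, 11 came from the ubiquitous and 12 from the ISC-restricted expression model. The condition and replicate of each library were taken from the sample labels. For each library the authors deposited expected counts per gene, estimated by RSEM (version 1.3.1) after alignment with STAR (version 2.7.1a), and the submitters' processing notes name the genome build dm6. Expected counts divide reads that match several genes between them, so that near-identical genes such as the Hsp70 copies and the alpha to delta trypsins are uncertain one by one. Less similar paralogs, such as the LMan genes or Gba1a with Gba1b, may be affected as well. How many reads such genes share was not measured. Whether the counting used the strand of the reads is not given in the sources used here, and antisense genes can then not be told from their partners. The files list 17714 gene IDs, of which 17587 were paired with a symbol and 17587 were found in the BDGP6.54 annotation. Coordinates are those of BDGP6.54, and none was combined with the build of the counts.

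Expected counts were rounded to whole numbers. Genes annotated as rRNA, snoRNA or snRNA (390 genes) and genes with a mean below 10 reads over the libraries of a model were removed. Each model was then fitted apart, with its 4 constructs sharing an estimate of the spread, by edgeR (version 4.0.16) in R (version 4.3.3), with TMM normalization, glmQLFit with robust estimation and glmQLFTest. The p-values were adjusted after Benjamini and Hochberg, and genes under an FDR of 10% were called. The interaction is the log2 fold change of OKSM-Sen minus those of OKSM and Sen, and the model difference is the log2 fold change in the ISC model minus that in the ubiquitous model. Genes apart in OKSM-Sen only are those called in one direction against each of WT, OKSM and Sen. Log2 CPM values had a prior count of 2. Where a group had no read, a bound was set from 3 counts over the group. Total counts ran from 33438269 to 46324866 (median 34838321) per library in the ubiquitous and from 14626936 to 18974759 (median 16719848) in the ISC model. Replicates of a group differed by far more than counting noise, with a chi-square per gene of 51.8 or more in 10 pairs of the ubiquitous model and of 22.8 or more in 12 pairs of the ISC model, so none was counted as a duplicate.

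The test was checked on simulated data, with counts drawn from the means and library sizes of the real samples and 200 genes changed in Sen. For Sen against WT in the ubiquitous model, 52 of 100 genes changed by a log2 of 1 and 82 of 100 changed by a log2 of 2 were called, among 9637 genes, and 11 unchanged genes were called. For the ISC model 65 of 100 and 94 of 100 were called, among 9374 genes, with 7 unchanged ones. On the same simulated counts, DESeq2 called 64 of 100 and 89 of 100 changed genes in the ubiquitous model, with 51 unchanged ones, and 72 of 100 and 95 of 100 in the ISC model, with 31.

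Gene groups were tested with camera of limma (version 3.58.1), at a preset correlation of 0.01 and adjusted over the lists of a comparison. The 40 lists covered DNA replication, mitosis and cytokinesis, and DNA repair. Of metabolism they covered glutathione metabolism, cytochrome P450s, fatty acid degradation and the peroxisome, lipid synthesis, storage and lipolysis, arginine and proline metabolism, starch and sucrose metabolism, insect hormone biosynthesis, and metallothioneins and copper transport. Of protein and vesicle biology they covered cytosolic ribosomal proteins, ribosome biogenesis, chaperones and the unfolded protein response, vesicle transport and secretion, lysosomal enzymes and proteins, digestive serine proteases and phagocytosis. Of immunity and signaling they covered Toll and Imd pathway components, antimicrobial peptides, Wnt, Hedgehog, Notch, JAK/STAT, Hippo, insulin and TOR, and TGF-beta and BMP signaling, FoxO target genes, apoptosis and p53, and secreted senescence-associated and growth factors. Markers stood for ISCs and enteroblasts, enteroendocrine cells, enterocytes, visceral muscle, fat body, ovary and egg, testis and male, Malpighian tubules, hemocytes, and neurons and glia. The lists were put together from textbook knowledge and from the terms that the paper names, and some genes stand in more than 1 list. The paper drew its terms from these same libraries, so a call of such a list is no independent test of a term. Of the list calls against WT, those of glutathione metabolism in OKSM and OKSM-Sen of the ISC model held with an estimated correlation. Genes called over the 4 conditions were clustered with the cluster package (version 2.1.8.1) by partitioning around medoids into 7 groups, on z-scores of DESeq2's rlog values, and paired with the paper's clusters with the clue package (version 0.3.66). Enrichment of a list in a cluster was tested by a one-sided Fisher's exact test over the genes tested.

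The main tests, the lists, the rule for named genes and most alternatives were set before the data were examined. The rule took, for each comparison with WT, the 6 largest rises and 6 largest falls among called genes with a mean log2 CPM of at least 1 and every library of the group on one side of every WT library. It also took upd3, daw, myo, Actbeta, mav, dpp, gbb, foxo, fkh, p53, esg, arm, w, Gal and Ect3. It further took up to 4 called members of each list with the smallest adjusted p, or the 2 most abundant ones if none was called, and the 5 genes with the smallest adjusted p of each interaction and model difference. daw, CG33346, CG31683, CG34227 and CG43090 had been seen in the paper's tables before, and esg was not analysed here. Not every gene that the rule took is reported here. The alternatives were DESeq2 (version 1.42.0), RLE size factors in edgeR, no filter on low counts, edgeR's filterByExpr, rRNA, snoRNA and snRNA genes kept, an FDR of 5%, the replicate number as a block, fits of a pair of groups alone, each library left out in turn, and the labels of ISC Sen replicate 3 and ISC OKSM-Sen replicate 3 exchanged. For lists and clusters, an estimated correlation, fry, 6 and 8 clusters, log2 CPM values and the genes of the DESeq2 likelihood ratio test were tried too. All libraries of a model, WT included, were simulated without a change in 20 draws, to set shared controls beside the comparisons. The samples were split otherwise up to 100 times. Only part of the paper's own gene tables was used here, so no overlap or enrichment was tested on them. The lifespan and imaging measurements of the paper were not analysed here.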

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

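The tests on enterocyte markers, on single libraries and on depth for upd3, on a construct effect for the heat-inducible genes, and the counts without mitochondrial and abundant genes were chosen only after the results were seen.

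The effect of a construct differed between the models, tested as the difference itself with edgeR, for 2576 of 9196 genes in Sen (1396 more positive in the ISC model), for 365 in OKSM (182) and for 142 in OKSM-Sen (68). The libraries of the models also differed in depth. Values that were not whole numbers made up 9.64 to 10.46% per ubiquitous library and 3.0 to 3.36% per ISC library. Each effect was taken within its own model, but how a model was sequenced or counted cannot be told apart from the model. The count for Sen was 1626 without ubiquitous Sen replicate 2, and that for OKSM was 80 without ubiquitous WT replicate 2, 64 without ubiquitous OKSM replicate 1, 60 without ISC WT replicate 1, 61 without ISC WT replicate 2, 879 without ISC WT replicate 3, 190 without ISC OKSM replicate 1, 124 without ISC OKSM replicate 3 and 205 without ISC OKSM-Sen replicate 3. The count for OKSM-Sen was 52 without ubiquitous WT replicate 1, 37 without ubiquitous WT replicate 2, 237 without ubiquitous WT replicate 3, 228 without ubiquitous OKSM replicate 1, 33 without ubiquitous OKSM-Sen replicate 1, 41 without ubiquitous OKSM-Sen replicate 2, 23 without ISC WT replicate 1, 22 without ISC WT replicate 2, 640 without ISC WT replicate 3, 91 without ISC Sen replicate 3, 25 without ISC OKSM-Sen replicate 1, 273 without ISC OKSM-Sen replicate 2 and 34 without ISC OKSM-Sen replicate 3.

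The genes with the smallest adjusted p of these differences, all as ISC minus ubiquitous log2 fold change from edgeR's quasi-likelihood test, were as follows. In OKSM, futsch, of the neuronal microtubules, differed by -5.75 (SE 0.53, adjusted p = 3.01e-05), CG31683 by -5.13 (SE 0.50, adjusted p = 4.58e-05), CG1946 by -2.65 (SE 0.31, adjusted p = 0.000286), PH4alphaPV, a prolyl 4-hydroxylase gene, by -2.13 (SE 0.27, adjusted p = 0.000577) and CG33346 by -2.54 (SE 0.35, adjusted p = 0.00190). In Sen, CG10337 differed by 1.82 (SE 0.18, adjusted p = 8.58e-05), the diuretic hormone receptor gene Dh44-R2 by -1.46 (SE 0.16, adjusted p = 0.000192), CG13313 by 4.82 (SE 0.54, adjusted p = 0.000192), CG15117 by 1.60 (SE 0.19, adjusted p = 0.000192) and CG43218 by 3.78 (SE 0.45, adjusted p = 0.000192). In OKSM-Sen, PH4alphaPV differed by -2.05 (SE 0.27, adjusted p = 0.00395), CG1946 by -2.16 (SE 0.31, adjusted p = 0.00704), the FGF ligand gene pyr by -1.46 (SE 0.22, adjusted p = 0.00861), lectin-37Da by 4.11 (SE 0.65, adjusted p = 0.0174) and asRNA:CR45528 by -2.48 (SE 0.42, adjusted p = 0.0212), which cannot be told from its antisense partner without the strand. Without ubiquitous WT replicate 1 the difference of CG31683 was -5.92, and without ubiquitous OKSM replicate 2 that of futsch was -5.14.

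Of the 40 lists, 11 differed between the models in OKSM, 13 in Sen and 9 in OKSM-Sen by camera, and none of them with an estimated correlation (lowest adjusted p = 0.201). In Sen, the secreted senescence-associated and growth factors had a median difference of 1.78 (8 higher and 1 lower of 12, 10 higher and 1 lower when adjusted over the list alone, adjusted p = 6.58e-07 from camera, adjusted p = 0.201 with an estimated correlation), the ISC and enteroblast markers of 0.71 (6 higher of 9, 6 higher when adjusted over the list alone, adjusted p = 2.21e-05 from camera, adjusted p = 0.201 with an estimated correlation), Notch signaling of 0.78 (8 higher and 1 lower of 13, 8 higher and 1 lower when adjusted over the list alone, adjusted p = 0.00192 from camera, adjusted p = 0.228 with an estimated correlation) and apoptosis and p53 of 0.72 (9 higher and 1 lower of 18, 9 higher and 2 lower when adjusted over the list alone, adjusted p = 0.00525 from camera, adjusted p = 0.228 with an estimated correlation).

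With ISC-restricted expression, 957 genes were higher and 782 lower than WT under all 3 constructs, 1739 in all (1126 without WT replicate 1 and 1025 without WT replicate 2), against the same 3 WT libraries. Scaling by a few abundant genes was not decided, because TMM already trims extreme and abundant genes, so that leaving them out could move little. Without the mitochondrial and the 50 most abundant genes 1715 genes were shared in this way, where 1718 of the 1739 were among the genes kept. A lower share of gut tissue in the construct samples stays open for the genes that fell, since the median of the 12 enterocyte markers, -0.14 (interquartile range 0.71, from -1.48 to 1.00), lay above the upper quartile of those genes at -0.44 by less than its spread. The genetic background of the UAS stocks against the UAS-TdTomato stock stays open too and cannot be told apart from the constructs, with 60% of 1718 genes of the same sign in the ubiquitous model (52.7 to 68.1% without 1 library) and a slope of 0.206 (0.172 to 0.274). An effect common to the 3 constructs in ISCs, which the design names, was not tested apart from these.

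upd3 under Sen had a log2 fold change of -1.98 (SE 0.62, adjusted p = 0.195) in the ubiquitous and of 2.97 (SE 0.32, adjusted p = 0.000311) in the ISC model, and the difference was 4.95 (SE 0.72, adjusted p = 0.000554 from edgeR's quasi-likelihood test), although the value in the ubiquitous model did not itself pass. That 1 library decides it is argued against, since over the 23 libraries left out in turn the adjusted p was at most 0.00684 (without ubiquitous Sen replicate 2) and the difference lay between 4.59 and 5.42. The call did not rest on the greater depth of the ubiquitous libraries, since after thinning each library to about 14626970 reads the difference was 5.22 (adjusted p = 0.000640 from the same test). Thinning keeps the expected fold change, so it cannot decide on other differences in how the models were sequenced. Where Sen was expressed, in all cells or in ISCs, and the genetic background of the driver lines stay open and were not tested. So does a difference in how the libraries of the models were sequenced or counted, which cannot be told apart from the model.

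Heat-inducible genes differed between replicates of a group in the ubiquitous model, with Hsp68 at 111, 4.66 and 6.26 CPM in WT replicates 1 to 3, 106, 16.8 and 11.9 in OKSM, 360, 68.0 and 2.7 in OKSM-Sen, and 119 and 5.69 in Sen replicates 2 and 3. Among the WT libraries, which carry neither OKSM nor Sen, 10 of 12 such genes at 1 CPM or more differed by over 4 times. A construct cannot account for a difference within the WT group. This count restates the pattern for WT and is no separate test of a construct effect. By edgeR 0 of 13 heat-inducible genes were called over the 4 conditions (0 at an unadjusted p under 0.05, 1 by DESeq2). Handling shared by replicates with the same number is a candidate explanation, since 7 of 7 genes were higher in replicate 1 than in replicate 3 in each of WT, OKSM and OKSM-Sen, where chance gives 12.5% per gene and the genes are regulated together. Replicate 2 goes against a level set by the number alone. Each of the 13 genes was higher in Sen replicate 2 than in WT replicate 2, as Hsp26 at 191 against 15.4 CPM. Shared handling stays a hypothesis, because nothing in the sources used here ties a number to a day or a batch.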

How the results depend on the processing

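The DESeq2 fits without single libraries or with a block, the shrunken DESeq2 fold changes and the counts without mitochondrial and abundant genes were chosen only after the results were seen. Over all alternatives, 433 values of the counts and other main results stayed within the limits set for them and 186 did not. Of the values of single genes, lists and clusters, 13972 kept their direction and side of the threshold, 916 lost the call, 50 gained one, 9 cluster sizes moved and 1 changed direction. That was ribosome biogenesis in Sen of the ubiquitous model, higher with all libraries and lower without Sen replicate 2 (adjusted p = 0.241 from camera). Without single libraries its adjusted p ran from 6.71e-12 without Sen replicate 3 to 0.350 without WT replicate 1. With RLE size factors, filterByExpr, and rRNA, snoRNA and snRNA genes kept, every count lay within 1.5 times of that of the chosen setting. Where no cause is given here, the cause was not tested.

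With DESeq2, the counts in the ubiquitous model were 1087 for any change, 427 for OKSM against WT, 633 for Sen against WT, 341 for OKSM-Sen against WT, 206 for OKSM-Sen against OKSM, 581 for OKSM-Sen against Sen, 517 for Sen against OKSM, 518 for the interaction and 25 for genes apart in OKSM-Sen only. Those in the ISC model were 274 for OKSM-Sen against OKSM, 277 for OKSM-Sen against Sen, 852 for Sen against OKSM and 21 for genes apart in OKSM-Sen only. Those across the models were 673 for the genes that differed in both models, 843 for the model difference of OKSM and 570 for the model difference of OKSM-Sen. At an FDR of 5%, which is stricter by construction, the counts in the ubiquitous model were 146 for any change, 44 for OKSM against WT, 112 for Sen against WT, 61 for OKSM-Sen against WT, 70 for OKSM-Sen against Sen, 63 for Sen against OKSM and 20 for the interaction. Those in the ISC model were 37 for OKSM-Sen against OKSM, 25 for OKSM-Sen against Sen, 205 for Sen against OKSM, 1247 for the interaction and 0 for genes apart in OKSM-Sen only. Those across the models were 86 for the genes that differed in both models, 86 for the model difference of OKSM and 31 for the model difference of OKSM-Sen. With only the 2 groups compared in the fit, and so fewer samples, the counts in the ubiquitous model were 40 for OKSM against WT, 46 for Sen against WT, 66 for OKSM-Sen against WT, 46 for OKSM-Sen against OKSM and 29 for Sen against OKSM. Those in the ISC model were 40 for OKSM-Sen against OKSM, 28 for OKSM-Sen against Sen and 145 for Sen against OKSM. With the labels of ISC Sen replicate 3 and ISC OKSM-Sen replicate 3 exchanged, the counts in the ISC model were 35 for OKSM-Sen against OKSM, 0 for OKSM-Sen against Sen, 34 for Sen against OKSM, 838 for the interaction and 0 for genes apart in OKSM-Sen only. The one across the models that moved as far was 168 for the model difference of OKSM. Of the counts of 0, edgeR with the exchanged labels had 131 genes for OKSM-Sen against Sen and 12 genes apart in OKSM-Sen only at an unadjusted p under 0.05, and DESeq2 called 0 and 0; with the labels as given 69 genes were apart in OKSM-Sen only at that p. Without a filter on low counts, the counts across the models were 209 for the model difference of OKSM and 94 for the model difference of OKSM-Sen. The count of lists called against WT was 80, and 2 with an estimated correlation. For the lists that differed between the models in OKSM, Sen and OKSM-Sen, the counts by camera were 11, 13 and 9, and 10 to 14, 11 to 18 and 8 to 13 without single libraries. By fry they were 2, 14 and 2, and by camera with an estimated correlation 0, 0 and 0 (2, 6 and 2 at an unadjusted p under 0.05).

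The mean correlation of the cluster profiles with those of the paper's members, both computed from these libraries, was 0.951 in the ubiquitous and 0.998 in the ISC model. It was 0.866 and 0.936 with 6 clusters, 0.956 with 8 clusters in the ISC model, and 0.845 with the genes of the DESeq2 likelihood ratio test and 0.884 with log2 CPM values in the ubiquitous model.

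Replicate numbers did not meet the limit set for pairing the samples, every pair over 0.1. Over all genes, the deviations of same-numbered libraries correlated at -0.367 to 0.469 in the ubiquitous model (6 of 15 pairs over 0.1) and at -0.332 to 0.252 in the ISC model (4 of 18), and not every library correlated best with one of its own number. This does not exclude handling shared by a number that acts on a few genes. With the number as a block all the same, the counts in the ubiquitous model were 153 for any change, 60 for OKSM against WT, 143 for Sen against WT, 64 for OKSM-Sen against WT, 18 for OKSM-Sen against OKSM, 92 for OKSM-Sen against Sen, 70 for Sen against OKSM and 54 for the interaction. The one across the models that moved as far was 94 for the genes that differed in both models. Of the calls of single genes given at the claims and among the other observations, those not made with the block were, each with its adjusted p from edgeR, betaTry (0.128) and zfh2 (0.184) in OKSM, betaTry (0.101), RnrS (0.117), InR (0.102), spi (0.184), Got1 (0.171), LManIII (0.106), LManV (0.122) and LManVI (0.141) in Sen and E(spl)malpha-BFM (0.168), PH4alphaEFB (0.128) and Rac2 (0.146) in OKSM-Sen of the ubiquitous model, and Lkr (0.131) in OKSM-Sen of the ISC model. With a block in the DESeq2 likelihood ratio test, chosen after the results were seen, any change in the ubiquitous model was 848, and it was 870, 765 and 934 without WT replicates 1, 2 and 3, 708, 697 and 633 without OKSM replicates 1, 2 and 3, 555 and 660 without Sen replicates 2 and 3, and 842, 806 and 511 without OKSM-Sen replicates 1, 2 and 3, each left out alone. Without the block it was 1099, 1080 and 1024 without WT replicates 1, 2 and 3, 1118, 927 and 929 without OKSM replicates 1, 2 and 3, 859 and 989 without Sen replicates 2 and 3, and 1043, 903 and 854 without OKSM-Sen replicates 1, 2 and 3.

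Leaving out each library in turn gave 145 to 272 for any change (252 with all libraries), 37 to 115 for OKSM against WT (105 with all libraries), 71 to 324 for Sen against WT (239 with all libraries), 55 to 110 for OKSM-Sen against WT (112 with all libraries), 11 to 36 for OKSM-Sen against OKSM (29 with all libraries), 40 to 226 for OKSM-Sen against Sen (173 with all libraries), 37 to 140 for Sen against OKSM (120 with all libraries), 14 to 144 for the interaction (102 with all libraries) and 1 to 5 for genes apart in OKSM-Sen only (3 with all libraries) in the ubiquitous model. For the ISC model it gave 2098 to 3449 for any change (3343 with all libraries), 1890 to 3260 for OKSM against WT (3027 with all libraries), 2491 to 3560 for Sen against WT (3417 with all libraries), 1635 to 2888 for OKSM-Sen against WT (2718 with all libraries), 10 to 83 for OKSM-Sen against OKSM (63 with all libraries), 5 to 64 for OKSM-Sen against Sen (52 with all libraries), 103 to 543 for Sen against OKSM (472 with all libraries), 1327 to 2501 for the interaction (2055 with all libraries) and 0 to 4 for genes apart in OKSM-Sen only (3 with all libraries). Genes that differed in both models were 92 to 164, model differences 60 to 879 in OKSM, 1626 to 2679 in Sen and 22 to 640 in OKSM-Sen, and lists called against WT 74 to 85. Fewer libraries lower the power by construction, and without a Sen library of the ubiquitous model the remaining one is assumed to vary like those of the other groups. Counts not given elsewhere moved by over 1.5 times in the ubiquitous model for OKSM-Sen against OKSM (11 without OKSM replicate 1, 14 without OKSM-Sen replicate 2 and 11 without OKSM-Sen replicate 3), OKSM-Sen against Sen (49 without Sen replicate 2, 51 without Sen replicate 3, 40 without OKSM-Sen replicate 2 and 57 without OKSM-Sen replicate 3), Sen against OKSM (74 without OKSM replicate 2, 58 without OKSM replicate 3, 37 without Sen replicate 2, 78 without OKSM-Sen replicate 1 and 74 without OKSM-Sen replicate 2) and genes apart in OKSM-Sen only (1 without OKSM replicate 1, 1 without Sen replicate 3, 5 without OKSM-Sen replicate 1 and 1 without OKSM-Sen replicate 2), and in the ISC model for Sen against OKSM (143 without OKSM replicate 3, 265 without Sen replicate 2, 103 without Sen replicate 3 and 295 without OKSM-Sen replicate 3). The named genes kept direction and call in 786 of 798 values with DESeq2, 760 with the block, 767 without a filter and 8854 of 9424 with 1 library left out. With every library thinned to about 14626970 reads, the model differences were 365 in OKSM, 2379 in Sen and 142 in OKSM-Sen of 8843 genes, of which 305, 2241 and 122 were also called unthinned.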

Differences from the paper's values

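The shrunken DESeq2 fold changes and the DESeq2 likelihood ratio tests with a block or without single libraries, 24 settings in all, were chosen only after the values were seen. At an FDR of 10% the paper reports 1282 genes over the 4 conditions of the ubiquitous model, and the count here was 252. Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, gave 1087, within 1.5 times of the paper's. RLE size factors in edgeR, no filter on low counts, filterByExpr, rRNA, snoRNA and snRNA genes kept, the replicate block, an FDR of 5% and each library left out did not, at 145 to 272 over all of these. Among the settings chosen after the values were seen, the DESeq2 likelihood ratio test came within 1.5 times in 12 besides that with all libraries and no block, at 1099 without WT replicate 1, 1080 without WT replicate 2, 1024 without WT replicate 3, 1118 without OKSM replicate 1, 927 without OKSM replicate 2, 929 without OKSM replicate 3, 859 without Sen replicate 2, 989 without Sen replicate 3, 1043 without OKSM-Sen replicate 1, 903 without OKSM-Sen replicate 2, 870 with the replicate block without WT replicate 1 and 934 with the replicate block without WT replicate 3. How many of the paper's called genes these leave out was not counted, because its table was held in part. Over the rows held, shrunken DESeq2 fold changes with all libraries were set beside the paper's. In OKSM, Sen and OKSM-Sen, r was 0.960, 0.913 and 0.934 in the ubiquitous model. In the ISC model it was 0.99998, 0.99997 and 0.99999 (across genes, which are not independent replicates). The tool alone thus need not account for the difference in these counts, nor in the shared genes and cluster sizes below. What else differs was not tested.

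For genes that differed in both models, the paper reports 812 and the count here was 157. DESeq2 gave 673, within 1.5 times of the paper's. The others set before the data were examined did not, at 151 with RLE size factors in edgeR, 166 without a filter, 168 with filterByExpr, 158 with rRNA, snoRNA and snRNA genes kept, 94 with the replicate block, 127 with the exchanged labels, 86 at an FDR of 5% and 92 to 164 without single libraries.

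The paper's clusters of the ubiquitous model hold 300, 201, 157, 173, 147, 204 and 100 genes from I to VII, and those here held 54, 34, 27, 48, 28, 32 and 29. With the genes of the DESeq2 likelihood ratio test, set before the data were examined, clusters II, III, V, VI and VII came within 1.5 times of the paper's at 149, 152, 203, 136 and 139, while clusters I and IV did not, at 194 and 114. Log2 CPM values, 6 clusters and 8 clusters brought none within 1.5 times, and 6 clusters left no partner for cluster V.

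For upd3 under Sen in the ubiquitous model, the paper reports a log2 fold change of -1.0 as significant, and here it was -1.98 (adjusted p = 0.195, not called). The value here is not shrunken. Shrunken DESeq2 values matched the paper's fold changes for Sen in the ISC model (r = 0.99997), so its -1.0 is probably shrunken. The 2 are then unlike measures. The shrunken DESeq2 value with all libraries was -0.81 (adjusted p = 0.0796, called). The paper's text gives no error for its value. The approximate 95% interval of the unshrunken value here, -3.20 to -0.76, covers it, but this sets unlike measures side by side. The alternatives set before the data were examined were not shrunken either. The alternatives set before the data were examined all differed from the paper's value by more than the SE here, 0.62: DESeq2 gave -1.96 and called it (adjusted p = 0.0131), RLE size factors gave -1.96, the replicate block -2.31, no filter on low counts -1.96 and leaving out single libraries -1.63 to -2.41, with a call without OKSM replicate 3 (adjusted p = 0.0846 from edgeR). Of the 24 settings of shrunken DESeq2 fold changes, chosen after the values were seen, 9 lay within 0.1 of the paper's value. Over the part of the paper's ubiquitous table for Sen used here, the fold changes of the 24 settings correlated with the paper's at r = 0.925 or less, against 0.99997 for Sen in the ISC model with all libraries and the same shrinkage (both across genes, which are not independent replicates). The 9 were -1.06 with the replicate block (adjusted p = 0.00688), -0.92 without WT replicate 3 (adjusted p = 0.0373), -0.91 without OKSM-Sen replicate 3 (adjusted p = 0.0466), -1.08 with the replicate block without WT replicate 1 (adjusted p = 0.0151), -0.95 with the replicate block without WT replicate 2 (adjusted p = 0.0326), -1.03 with the replicate block without OKSM replicate 1 (adjusted p = 0.0104), -0.91 with the replicate block without Sen replicate 3 (adjusted p = 0.127), -1.06 with the replicate block without OKSM-Sen replicate 1 (adjusted p = 0.00777) and -1.00 with the replicate block without OKSM-Sen replicate 3 (adjusted p = 0.0207). Those farther off that called upd3 were -0.81 with all libraries (adjusted p = 0.0796), -0.85 without OKSM replicate 1 (adjusted p = 0.0484), -0.89 without OKSM replicate 2 (adjusted p = 0.0572), -1.21 without OKSM replicate 3 (adjusted p = 0.000783), -2.01 with the replicate block without WT replicate 3 (adjusted p = 4.99e-12), -1.16 with the replicate block without OKSM replicate 2 (adjusted p = 0.00315), -1.25 with the replicate block without OKSM replicate 3 (adjusted p = 0.000696) and -1.13 with the replicate block without OKSM-Sen replicate 2 (adjusted p = 0.00752). Over the 24 settings the value ran from -2.01 to -0.50 and the adjusted p from 4.99e-12 to 0.617, and how many of the paper's called genes each drops was not counted, for the same reason.

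For Sen in the ISC model, the paper describes Wnt and Hedgehog signaling as raised. Of 21 Wnt genes here, 4 were higher and 6 lower (adjusted p = 0.754 from camera), and of 14 Hedgehog genes 0 were higher by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2) and 2 were lower, smo and cos. The lists here need not hold the genes of the paper's terms.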

Other observations

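No test in this part was chosen after its result was seen, and 1 gene, CG30026, was chosen after its values were seen. With ISC-restricted expression, the lysosomal glucocerebrosidase gene Gba1b stood at 6.75 ± 3.24 CPM in WT, 41.6 ± 11.1 in OKSM, 20.7 ± 3.15 in Sen and 26.1 ± 2.14 in OKSM-Sen (SD, n = 3 in each group), with log2 fold changes of 2.62, 1.61 and 1.95 in OKSM, Sen and OKSM-Sen (adjusted p = 0.000654, 0.00328 and 0.00216 from edgeR's quasi-likelihood test), and it can share reads with Gba1a. The protease gene cathD rose by 0.49, 0.56 and 0.47 on the log2 scale, while the hexosaminidase gene Hexo1 fell, with log2 changes of -0.88, -0.89 and -0.83 (adjusted p at most 0.00665 for both genes in the same test). Of 24 lysosomal genes, 6, 7 and 4 rose in OKSM, Sen and OKSM-Sen and 1, 4 and 2 fell, with the same numbers when adjusted over the list alone (adjusted p = 0.0379, 0.299 and 0.202 from camera, adjusted p = 0.577 with an estimated correlation for OKSM, whose camera call ended without OKSM replicate 2, adjusted p = 0.109). The peptide hormone gene CCHa1 of enteroendocrine cells rose by 1.15 on the log2 scale (SE 0.15, adjusted p = 0.000896) in OKSM and AstA by 0.82 (SE 0.15, adjusted p = 0.00410). Of 17 enteroendocrine markers, 5, 1 and 4 rose in OKSM, Sen and OKSM-Sen and 1, 5 and 1 fell, with the same numbers when adjusted over the list alone (adjusted p = 0.265, 0.232 and 0.391 from camera). The metallothionein gene MtnC was at 160.3 ± 41.0 CPM in WT, 0.201 ± 0.137 in OKSM, 44.0 ± 16.2 in Sen and 2.96 ± 4.98 in OKSM-Sen, and its log2 fold change in OKSM-Sen, -5.80 (SE 1.09, adjusted p = 0.00685), was -10.76 without OKSM-Sen replicate 2 and -5.19 without OKSM-Sen replicate 3.

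Markers of other tissues were as follows in the ISC model. mex1, an enterocyte gene, rose on the log2 scale by 0.75, 0.74 and 0.61 in OKSM, Sen and OKSM-Sen (adjusted p = 0.0108, 0.00924 and 0.0286 from edgeR's quasi-likelihood test), and the call in OKSM-Sen ended without WT replicate 1 or 2 (adjusted p up to 0.113). The trypsin gene alphaTry fell, with log2 changes of -1.57, -1.34 and -1.55 in OKSM, Sen and OKSM-Sen (adjusted p = 0.00923, 0.0148 and 0.0105 from the same test). Of 12 enterocyte markers 1, 2 and 2 rose and 2, 4 and 2 fell, with the same numbers when adjusted over the list alone (adjusted p = 0.537, 0.400 and 0.512 from camera). The hemocyte gene Hml stood at 15.2 ± 3.20 CPM in WT, 12.1 ± 7.94 in OKSM, 4.07 ± 1.40 in Sen and 4.86 ± 1.33 in OKSM-Sen (adjusted p = 0.627, 0.0152 and 0.0342 against WT from the same test), and its call in OKSM-Sen ended without OKSM-Sen replicate 3 (adjusted p = 0.116). Of 11 phagocytosis genes 3, 1 and 2 rose and 3, 4 and 2 fell (adjusted over the list alone, 4, 2 and 2 and 4, 5 and 3, adjusted p = 0.667, 0.460 and 0.588 from camera). Of 10 Malpighian tubule markers 1 rose and 1 fell in each construct, Lkr and Dh44-R2 (when adjusted over the list alone, 1 and 1 in OKSM and Sen and 0 in OKSM-Sen, adjusted p = 0.597, 0.685 and 0.821 from camera). The call of Lkr ended in OKSM without WT replicate 1 or 2 (adjusted p up to 0.124), in Sen without WT replicate 1 (0.111) and in OKSM-Sen without WT replicate 1, 2 or 3 or OKSM-Sen replicate 1 or 3 (up to 0.271), where its log2 fold change of 1.67 was 0.94 without OKSM-Sen replicate 1, and that of Dh44-R2 in OKSM-Sen ended without any 1 of 11 libraries, all but WT replicate 3 (up to 0.302), and without a filter on low counts (0.139). bol, the only testis marker tested, fell in all 3 constructs, with log2 changes of -0.95, -1.05 and -0.95 (adjusted p = 0.00437, 0.00196 and 0.00457 from edgeR). With ubiquitous expression, bol had a log2 fold change of -0.58 (SE 0.16, adjusted p = 0.219) in OKSM-Sen. futsch was the 1 gene called among 7 neuron and glia markers in OKSM of the ubiquitous model, where it rose, with a log2 change of 4.31 (SE 0.40, adjusted p = 0.00154), 3.69 without OKSM replicate 2 (1 higher when adjusted over the list alone, adjusted p = 0.0979 from camera, adjusted p = 0.975 with an estimated correlation, and no camera call without WT replicate 2 or 3, OKSM replicate 3, Sen replicate 2 or 3 or OKSM-Sen replicate 1 or 3, adjusted p up to 0.258), and of the ISC model, where it fell, with a log2 change of -1.45 (SE 0.36, adjusted p = 0.0158, 1 lower when adjusted over the list alone, adjusted p = 0.800 from camera).

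With ubiquitous expression, ribosome biogenesis had a median log2 fold change of 0.27 in Sen (edgeR called none, 1 higher at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.00842 from camera, adjusted p = 0.817 with an estimated correlation). In OKSM-Sen, DNA replication had a median of 0.19 (edgeR called none, 1 higher at an unadjusted p under 0.05, 0 by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.0290 from camera, adjusted p = 0.867 with an estimated correlation). Chaperones and the unfolded protein response had a median of 0.15 (edgeR called none, 1 higher at an unadjusted p under 0.05, 1 higher by DESeq2, 0 when adjusted over the list alone, adjusted p = 0.112 from camera). In OKSM, lysosomal genes had a median of 0.13 (edgeR called none, 4 higher at an unadjusted p under 0.05, 3 higher by DESeq2, 3 higher when adjusted over the list alone, adjusted p = 0.0690 from camera, adjusted p = 0.975 with an estimated correlation). The camera calls ended for ribosome biogenesis without WT replicate 1 or Sen replicate 2 (adjusted p up to 0.350), where its direction turned without Sen replicate 2, for DNA replication without WT replicate 1 or 3 or OKSM-Sen replicate 3 (adjusted p up to 0.490) and for the lysosomal genes without WT replicate 1 or 2 or OKSM replicate 2 (adjusted p up to 0.171). CG1695 was higher, and CG30026 and lncRNA:CR34335 were lower, in OKSM-Sen than in each other condition. DESeq2 called 25 such genes. Of the genes with the smallest adjusted p of the interaction, unc-13, of synaptic vesicle release, was at 2.85 (SE 0.32, adjusted p = 0.0109 from edgeR) in the ubiquitous model, and CG40472 at -2.48 (SE 0.17, adjusted p = 6.76e-05) in the ISC model. In Sen, arm (armadillo) had a log2 fold change of -0.15 and 0.09 (adjusted p = 0.534 and 0.400), the beta-galactosidase gene Gal of 0.98 and -0.60 (adjusted p = 0.298 and 0.174) and Ect3 of 0.82 and -0.61 (adjusted p = 0.340 and 0.547) in the ubiquitous and the ISC model (from edgeR).

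Whether chance alone, in grouping the libraries, gives as many calls was tested by splitting them otherwise, in groups of the same sizes. Over 100 splits, the real one included, chance can be excluded for any change in the ubiquitous model (252 against at most 48 in the others), the interaction there (102 against at most 49 in the others), any change in the ISC model (3343 against at most 1659 in the others), the interaction there (2055 against at most 976 in the others) and the model difference of Sen (2576 against at most 270 in the others). No other split was as large for these, which allows a share of up to 3.66% (upper end of the exact binomial 95% interval over the 99 other splits). For the genes that differed in both models (157 against at most 2 in the others), the splits cannot decide. No other split of the ubiquitous model called over 48 genes, so none could share 157 with the ISC model. For genes apart in OKSM-Sen only, the splits as large, the real one included, were 3 (3 against at most 7 in the others, a share of up to 7.11%) in the ubiquitous and 2 (3 against at most 6 in the others, a share of up to 5.50%) in the ISC model, and for the model differences of OKSM and OKSM-Sen 2 (365 against at most 469 in the others, a share of up to 5.50%) and 2 (142 against at most 757 in the others, a share of up to 5.50%). Their share was under 0.05, but the interval passes it, so that chance is not firmly excluded for these 4 counts. A split that calls several times as many genes as the real one, as for OKSM-Sen, points to a structure of the samples, which here can be the constructs themselves, since the splits exchange libraries among all 4 groups of a model. Pairs of groups of 3 allow 10 splits, too few for a share under 0.05. Of these, the counts were 105 against at most 1 in the others for OKSM against WT, 112 against at most 1 in the others for OKSM-Sen against WT and 29 against at most 0 in the others for OKSM-Sen against OKSM in the ubiquitous model. For the ISC model they were 3027 against at most 1 in the others for OKSM, 3417 against at most 0 in the others for Sen and 2718 against at most 0 in the others for OKSM-Sen against WT, 63 against at most 0 in the others for OKSM-Sen against OKSM, 52 against at most 0 in the others for OKSM-Sen against Sen and 472 against at most 6 in the others for Sen against OKSM.

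Comparisons with the same WT libraries share their chance values. For OKSM and OKSM-Sen in the ISC model, 1111 genes rose and 895 fell in both, against 255 and 187 for independent lists (r = 0.709, and 0.490 in simulated unchanged groups with simulated controls in common, with a covariance of 0.417 against 0.0750). The same pair in the ubiquitous model had this overlap: 24 genes rose and 26 fell in both, against 0.319 and 0.291 for independent lists (r = 0.538, and 0.50 in simulated unchanged groups with simulated controls in common, with a covariance of 0.223 against 0.0960). For Sen and OKSM-Sen there, 26 genes rose and 25 fell in both, against 0.740 and 0.650 for independent lists (r = 0.486, and 0.437 in simulated unchanged groups with simulated controls in common, with a covariance of 0.263 against 0.0960). The sign was the same for 82.4% of the genes against 66.5%, 69.7% of the genes against 66.6% and 63.2% of the genes against 64.6% in the simulated groups of these pairs, in this order. The WT libraries were simulated too, so the covariance above the simulated one holds any shared effect together with deviations of the real WT libraries. Since 3 WT libraries cannot be split into groups of at least 2 each, part of the overlap can come from the shared controls. These correlations are across genes, which are not independent replicates.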
